# Sox9 transcriptionally regulates Wnt signaling in intestinal epithelial stem cells in hypomethylated crypts in the diabetic state

**DOI:** 10.1186/s13287-017-0507-4

**Published:** 2017-03-09

**Authors:** Can-Ze Huang, Ji-Hao Xu, Wa Zhong, Zhong-Sheng Xia, Si-Yi Wang, Di Cheng, Jie-Yao Li, Ting-Feng Wu, Qi-Kui Chen, Tao Yu

**Keywords:** Sox9, Wnt signaling, Intestinal epithelium stem cells, DNA methylation, Diabetes mellitus

## Abstract

**Background:**

Distinctive structures called crypts harbor intestinal epithelial stem cells (IESCs) which generate progenitor and terminally differentiated cells in the intestinal epithelium. Mammalian IESCs and their daughter cells require the participation of DNA methylation and the transcription factor Sox9 for proliferation and differentiation. However, the association between Sox9 and DNA methylation in this process remains elusive.

**Methods:**

The DNA methylation of small intestinal epithelial crypts in *db/db* mice was detected via combining methylated DNA immunoprecipitation with microarray hybridization. DNA methylation of Sox9 promoter in crypts and IESCs was validated using bisulfite sequence analysis. The target sequence of the transcription factor Sox9 in IESCs was investigated via chromatin immunoprecipitation (ChIP) combined with deep sequencing (ChIP-seq).

**Results:**

Increased *Sox9* expression is accompanied by the loss of methylation in its promoter in IESCs. Sox9 targets the enhancers of the Wnt signaling pathway-related genes. Sox9 predominantly acts as a transcriptional activator at proximal enhancers of *Wnt4*, *Tab2*, *Sox4*, and *Fzd8*, but also functions as a potential transcriptional inhibitor at a distant enhancer of *Cdk1*. Lack of Sox9 transcriptional activation in specific repressors of the Wnt signaling pathway leads to the loss of intrinsic inhibitory action and ultimately produces overactivation of this pathway in *db/db* mice.

**Conclusions:**

Our study sheds light on the connections among DNA methylation, transcription factor modulation, and Wnt signaling in IESCs in the diabetic state. Hypomethylation in the Sox9 promoter is correlated to increased Sox9 expression in *db/db* IESCs. Although there is increased expression of Sox9 in *db/db* IESCs, the loss of Sox9 transcriptional activation in specific repressors of the Wnt signaling pathway might result in abnormalities in this pathway.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13287-017-0507-4) contains supplementary material, which is available to authorized users.

## Background

The small intestinal epithelium has a distinctive organization, with intestinal epithelial stem cells (IESCs) harbored at the base of crypts. IESCs produce progenitors and differentiated cells. The length of the crypt-villus unit is significantly increased in 4- to 10-week-old diabetic mice, with increased proliferation labeling indexes in the small intestine [1]. Furthermore, the proportion of cells positive for leucine-rich repeat-containing G protein-coupled receptor 5 (Lgr5), which represent bona fide stem cells limited to the IESCs [2], is markedly increased in the crypts of diabetic mice [3]. In general, the signaling most closely connected to the abnormal proliferation and differentiation of IESCs is Wnt signaling [2]. Enhanced intestinal epithelial cell proliferation in diabetes mellitus (DM) has been demonstrated not only in experimental diabetic mice but also in recent clinical trials [4, 5]. Excessive activation of Wnt signaling in stem cells increases intestinal epithelial cell proliferation and even promotes formation of adenomas [6].

A controversial transcription factor (TF), Sry (sex determining region Y)-box 9 (Sox9), is correlated with the Wnt signaling pathway and plays a significant role in intestinal crypts. Traditionally, Sox9 is considered to function as a negative transcriptional regulator of Wnt signaling [7, 8]. However, recent studies using Sox9 chromatin immunoprecipitation (ChIP) combined with deep sequencing (ChIP-seq) analysis have reported that Sox9 can activate canonical Wnt/β-catenin signaling in hepatocellular carcinoma [9] and prostate cancer [10]. In another *Sox9* knockout mouse model, Wnt target genes appear to be unaltered in telogen hair follicles [11]. To date, it remains unclear how Sox9 modulates IESCs via Wnt signaling pathways.

A DNA methyltransferase 1 (*Dnmt1*) deletion mouse model has been reported to show significantly expanded crypts, increased Sox9 expression, and reduced DNA methylation in the crypts of the small intestine [12]. Dnmt1-mediated developmentally programmed epigenetic mechanisms are involved in the regulation of IESC function [13, 14]. Moreover, DNA methylation is required for the modulation of stem cell proliferation and differentiation in the small intestine. In the present study, we identify morphological and physiological changes in *db/db* mice, a well-established animal model of type 2 DM [15] that is similar to *Dnmt1*-deletion mice. More importantly, increased Sox9 expression is accompanied by hypomethylation of promoters in IESCs. Based on ChIP-seq analysis in IESCs, among Sox9 binding sites related to Wnt signaling, Sox9 targets the enhancers of genes related to the Wnt signaling pathway. It is not only predominantly acting as a transcriptional activator at proximal enhancers but also as a potential transcriptional inhibitor at a distant enhancer. Lack of Sox9 transcriptional activation in specific repressors of the Wnt signaling pathway eventually produces abnormal signaling in this pathway.

## Methods

### Mice

BKS.Cg-Dock7^m^ +/+ Lepr^*db*^/JNju (*db/db*) male mice were obtained from the Model Animal Research Center of Nanjing University (Nanjing, Jiangsu, China) and were maintained under a 12-h light/12-h dark cycle in a specific pathogen-free animal facility. The experiments were conducted using 16-week-old male homozygous mice, which were maintained for 8 weeks with hyperglycemia (random blood glucose level ≥16.7 mmol/l) prior to euthanasia. Identical genetic background BKS heterozygote *db/+* mice (random blood glucose level <11.1 mmol/l) were used as the controls. All experiments with mice were approved by the Animal Care Committee of Sun Yat-Sen University (Permit Number: 201412000091).

### Isolation of intestinal crypts and villus fractions

The upper half of the small intestine (from the duodenal end to the middle of the intestine) was dissected out from the mice and sliced longitudinally to expose the crypts and villi, in ice-cold phosphate-buffered saline (PBS) (with Mg^2+^/Ca^2+^). The intestine was subsequently incubated in ice-cold dissociation reagent #1 (47 ml DPBS without Mg^2+^/Ca^2+^; 3 ml 0.5 M EDTA (Sigma, St. Louis, MO, USA); 75 μl 1 M DTT (Sigma)) in a 15-ml tube and embedded in ice for 20 min, followed by the addition of dissociation reagent #2 (47 ml DPBS, 3 ml 0.5 M EDTA) and incubation at 37 °C for 10 min. Following incubation, each tube containing intestine was shaken for 30 s to release the epithelium from the basement membrane. The remaining intestinal tissue was removed, and cells shed into dissociation reagent #2 were collected and labeled as fraction 1. The solution containing dissociation reagent #2 was filtered through a 70-μm nylon cell strainer (BD Falcon, Corning, New York, NY, USA). The tissue retained on the filter, which consisted of villi, was stored in PBS (Mg^2+^/Ca^2+^) on ice (fraction 2). The incubation, shaking, and straining steps were repeated until eight fractions were collected. Fractions 3–6 comprised pure villus tissue identified as differentiated cells, and fractions 7 and 8 isolated as the flow-through from the cell strainer comprised pure crypt tissue. Pure crypt tissues were confirmed by traditional microscope.

### Promoter methylation microarray

Crypts were collected from six independent mice, with the control *db/+* mice designated C1, C2, and C3, and the diabetic *db/db* mice designated D1, D2, and D3. Immunoprecipitation of methylated DNA was performed using Biomag™ magnetic beads (Bangs Laboratories, IN, USA) coupled with a mouse monoclonal antibody against 5-methylcytidine. The total input and immunoprecipitated DNA were labeled with Cy3- and Cy5-labeled random 9-mers, respectively, and hybridized to ArrayStar Mouse RefSeq Promoter Arrays, which consisted of a multiplex slide with four identical arrays per slide; each array contained 22,327 well-characterized RefSeq promoter regions, from approximately −1300 bp to +500 bp of transcription start site (TSS), covered by 180,000 probes. Scanning was performed using an Agilent Scanner G2505C (Agilent Technologies, Santa Clara, CA, USA).

When comparing the differential methylation enrichment peaks (DMEPs) between two groups, we averaged the log2-ratio values for each group and calculated the M’ value using the following equation:

$$ \mathrm{M}' = \mathrm{Average}\ \left( \log 2\ {\mathrm{MeDIP}}_{db/ db}/{\mathrm{Input}}_{db/ db}\right)\ \hbox{--}\ \mathrm{Average}\ \left( \log 2\ {\mathrm{MeDIP}}_{db/+}/{\mathrm{Input}}_{db/+}\right). $$

The DMEPs are filtered according to the following criteria:

i) At least one of the two groups has a median (log2 MeDIP/Input) ≥0.3 and M’ >0.
ii) At least half of the probes in a peak may have a coefficient of variability (CV) ≤0.8 in both groups.

The dataset is available in the GEO database under the accession number GSE87044.

### Collection of IESCs

The crypts obtained as described above were resuspended in 10 ml Hank’s balanced salt solution (HBSS) containing 8 mg dispase (Gibco, Carlsbad, CA, USA). The cell solution was incubated for 10 min at 37 °C, with vigorous shaking every 2 min, followed by the addition of 10% fetal bovine serum (FBS) and 50 μl 10 mg/ml DNase (10 mg/ml; Roche, Basel, Switzerland). The solution was sequentially passed through 70- and 40-μm filters to collect the cell suspension. Single-cell suspension was confirmed under microscope. The primary antibodies Lgr5 (Abcam, Cambridge, MA, USA) and CD45-FITC (BD Pharmingen, San Jose, CA, USA) and the secondary antibody goat anti-rabbit IgG-PE (BD Pharmingen) were used for fluorescence-activated cell sorting (FACS). Lgr5^hi^CD45^neg^ cells, identified as IESCs, were sorted using a FACSVerse (BD Bioscience, San Jose, CA, USA) machine. All data analyses were performed using FlowJo V10 software (Treestar, USA).

Due to limited cell quantities when using FACS, single-cell suspensions were also sorted by magnetic bead-activated cell sorting (MACS; BD IMag™ Streptavidin Particles Plus-DM; BD Biosciences). Cells were resuspended in cell-staining buffer at a concentration of 2 × 10^7^ cells per ml; then, the biotinylated antibody Lgr5-Biotin (20 μl per 2 × 10^7^ cells; Biorbyt, Cambridge, UK) was added, followed by incubation on ice for 30 min. The labeled cells were subsequently washed with buffer, and 50 μl magnetic nanoparticles were added and incubated at 6–12 °C for 30 min. Finally, the labeled cells were washed with buffer three times using a magnetic device. The cells collected, predominantly IESCs, were used for Western blot analysis.

The IESCs sorted by FACS or MACS were validated for cell purity by quantitative real-time polymerase chain reaction (qRT-PCR).

### RNA extraction and quantitative real-time RT-PCR

Total RNA from samples was extracted using TRIzol® Reagent (Life Technologies, Carlsbad, CA, USA), and the concentration was calculated from the absorbance at 260 nm as determined using an ND-2000 instrument (NanoDrop Technologies, Wilmington, DE, USA), followed by reverse transcription with PrimeScript™ RT Master Mix (TaKaRa Bio, Kusatsu, Shiga, Japan). qRT-PCR was performed on a CFX Connect™ real-time PCR detection system (Bio-Rad, Hercules, CA, USA) using SYBR® Premix Ex Taq™ (TaKaRa Bio, Kusatsu, Shiga, Japan). The primers are shown in Additional file 1 (Table S1). Data were analyzed using the △△Ct method with β-actin as an internal control. The qRT-PCR experiments were performed in sextuplicate using independent samples.

### Western blot analysis

Isolated crypts or IESC samples were incubated in RIPA buffer (Thermo Scientific, Carlsbad, CA, USA). The protein samples were separated by 12% SDS-PAGE and transferred to PVDF membranes. The membranes were probed overnight at 4 °C with the following primary antibodies: rabbit anti-mouse Dnmt1 antibody (1:2000; Abcam, Cambridge, MA, UK), rabbit anti-mouse Dnmt3a antibody (1:1000; Abcam), rabbit anti-mouse Sox9 antibody (1:1500; Abcam), and rabbit anti-mouse β-actin antibody (1:2000; Cell Signaling Technology, Danvers, MA, USA). The data were analyzed using relative intensity with β-actin as the internal control. The Western blot experiments were performed in three repetitions using independent samples.

### Cell culture and transfection

The cell lines HCT116, Caco-2, DLD-1, and HT-29 were purchased from the Institute of Biochemistry and Cell Biology of the Chinese Academy of Sciences (Shanghai, China). Cells were cultured in RPMI 1640 medium or DMEM (Gibco, Carlsbad, CA, USA) supplemented with 10% FBS, 100 U/ml penicillin, and 100 mg/ml streptomycin (Gibco) in humidified air at 37 °C with 5% CO_2_. For *SOX9* overexpression and knockdown, SOX9-pcDNA (SOX9 expression plasmid) and SOX9 small interfering RNA (siRNA) were respectively transfected using Lipofectamine® 3000 Transfection Reagent (Invitrogen, Carlsbad, CA, USA). For qRT-PCR and Western blot analysis, cells were collected at 48 h and 72 h after transfection, respectively. The qRT-PCR and Western blot experiments were performed in quadruplicate using independent samples.

### Luciferase reporter assay

The human embryonic kidney (HEK) 293FT cell was used to transfect in 96-well plates. For each well, 300 ng of the pCMV-SOX9-3FLAG-SV40-Neomycin construct or the negative control pCMV-3FLAG-SV40-Neomycin backbone were transfected in combination with 50 ng of firefly luciferase reporter constructs and 50 ng of the pDC315-3FLAG-SV40-renilla luc vector (Gene Chem, Shanghai, China) using as the renilla luciferase reference. Luciferase activity was measured after 48 h using the Dual-Luciferase® Reporter Assay System (Promega, Madison, WI, USA) according to the manufacturer’s protocol.

### DNA extraction and bisulfite sequence analysis

Genomic DNA was extracted from crypts or IESCs using a Quick-DNA™ Universal Kit (Zymo Research, Tustin, CA, USA). DNA concentration was calculated from the absorbance at 260 nm with an ND-2000 instrument (NanoDrop Technologies, Wilmington, DE, USA). Purified genomic DNA was subjected to bisulfite conversion using an EZ DNA Methylation-Gold™ Kit (Zymo Research, Tustin, CA, USA). Converted DNA was PCR amplified using primer sets designed to target the methylated peaks of *Dnmt3b* and *Sox9*. A two-step amplification method was performed using a TaKaRa EpiTaq™ HS DNA polymerase system (TaKaRa Bio, Kusatsu, Shiga, Japan) under the following conditions: 98 °C for 2 min and 40 cycles of 98 °C for 10 s, 55 °C for 30 s, and 72 °C for 30 s. PCR products were subcloned into bacteria using a pMD™19 T-Vector Cloning Kit (TaKaRa Bio, Kusatsu, Shiga, Japan), and 10 colonies per group were sequenced using a BigDye Terminator v3.1 Cycle Sequencing kit and a 3730xl DNA Analyzer (Applied Biosystems, Carlsbad, CA, USA). The PCR primer sets are described in Additional file 1 (Table S2).

### ChIP-seq analysis

Independent immunoprecipitations were performed on FACS-sorted populations. Due to the limited numbers of IESCs in individual mice, a pooled cohort of four *db/db* mice was collected as the *db/db* group, and cells from five *db/+* mice were collected as the control group. Immunoprecipitated DNA was obtained using an EZ-Magna ChIP™ HiSens kit (Millipore, Temecula, CA, USA). Chromatin was sonicated into 200–500 bp fragments using the BioRuptor UCD-200 (Diagenode, Seraing, Belgium). Immunoprecipitation was performed using 4 μg rabbit polyclonal anti-mouse Sox9 antibody (Abcam, Cambridge, MA, UK) and 200 μl chromatin for each sample. Paired-end sequencing was performed on an Illumina HiSeq 2000 (50-bp reads). ChIP-seq reads were aligned to the mouse genome (mm9, build 37), and peaks were called with Model-based analysis of ChIP-Seq [16]. The Integrative Genomics Viewer was used to visualize signal tracks. The MEME software suite was applied to the sequences under the Sox9 peaks (200 bp around summit) to identify enriched motifs. The dataset is available in the GEO database under the accession number GSE87583.

### Statistical analysis

To establish the significance between two groups, comparisons were performed using unpaired two-tailed Student’s *t* tests in Prism 5 (GraphPad software). For all statistical tests, the 0.05 level of confidence was considered statistically significant.

## Results

### Decreased DNA methylation of promoter regions in crypts was correlated to the diabetic state

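Crypts of the upper small intestine were taken from 3 diabetic db/db mice and 3 db/+ mice, which carry the db mutation of the leptin receptor gene Lepr, all male and 16 weeks old. The db/db mice had been hyperglycemic for 8 weeks. From each mouse, DNA immunoprecipitated with an antibody against methylated cytosine (MeDIP) was labeled with Cy5 and hybridized with the Cy3-labeled total input to 1 array, without a dye swap. At a given probe, a higher log2 ratio of MeDIP to input therefore stands for more methylated DNA, and the groups are compared at the same probes. Each array covered 22295 promoter regions of the mouse build mm9, with a median of 8 probes per region. The median MeDIP signal was 219, 249 and 232.5 intensity units in the 3 db/+ mice and 131, 154 and 143 in the 3 db/db mice, and the median input signal was 200, 203 and 160 against 97, 113 and 101. The input was well above background on 91.6% to 93.7% of the probes in db/+ and on 84.2% to 87.3% in db/db, and the MeDIP signal on 71.0% to 71.9% in db/+ and on 74.0% to 75.1% in db/db. The number of arrays limits the precision. The arrays of each group were scanned apart from those of the other group, so that scan and genotype cannot be told apart. The authors deposited the scanner's intensities, which Feature Extraction 11.0.1.1 had background-subtracted and dye-normalized, their own normalized log2 ratios per probe, scored peaks called on each array in windows of 1500 bp with a minimum score of 2, and a table of the promoters that hold a peak. Here, log2 ratios were computed from the scanner's processed intensities and centered on each array's median. Probes that the scanner software marked as outliers on any array were left out on all arrays, which kept 79.5% of them, and the rest were averaged over each promoter with at least 3 probes. All differences are db/db minus db/+. They come from these scanner values unless the authors' log2 ratios are named. Promoters were compared with limma 3.58.1 and the Benjamini-Hochberg adjustment, and single measures with the exact permutation test of 3 mice against 3, two-sided, whose smallest p is 0.1.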

To investigate DNA methylation of promoter regions in abnormal expanded crypts, we used a promoter microarray approach to detect differential methylation of gene promoters in *db/db* and *db/+* mice. Quality assessments of raw data are provided in Additional file 2 (Figure S1). In our study, among the global DNA promoter regions, only approximately 14.1% of promoter regions were methylated (3146 of 22,327; Additional file 1: Table S3). 

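A peak of methylation stood in the promoter of Dnmt3b, which encodes a de novo DNA methyltransferase, in all 6 mice. The same held for Egr1, an early-response transcription factor, Gli1, a transcription factor of Hedgehog signaling, Dkk3, a secreted protein of the dickkopf family, and Ctbp1, a transcriptional corepressor. Sox9 and Tle1, a corepressor of the TCF factors, had a peak in each of the 3 db/+ mice and in none of the 3 db/db mice. Dnmt1, the maintenance methyltransferase, had one in 1 db/+ mouse, and the stem cell markers Lgr5, Olfm4 and Ascl2 in none of the 6. Counted from the authors' peaks, 2851 of the 22295 promoter regions (12.8%) held a peak in at least 1 mouse. Of these, 1132 held one in all 6 mice and 480 in 1 mouse alone. A peak in all 3 db/+ mice and no db/db mouse was found in 70 promoters, and the reverse in 39. Other sets of 3 arrays shared a peak in this way in 5 to 17 promoters. The number of promoters with a peak was 1963 ± 106 (SD, n = 3 mice) in db/+ and 1891 ± 49.5 (SD, n = 3) in db/db (exact permutation test, two-sided, p = 0.4). The authors' deposited table lists 3145 promoters of 2942 genes, and per mouse 2175 ± 134 (SD, n = 3) in db/+ and 2083 ± 67.4 (SD, n = 3) in db/db (p = 0.3 by the same exact test). The count fell to 1599 with peaks above the median score of 2.52 alone, and to 1728 with a peak required in all 3 mice of a group.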

Subsequently, we evaluated the DMEPs (see Methods for statistical method) between the two groups. 

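The paper compares the groups over regions of 1143 genes (Table S4), among them Rac1, a small GTPase, Grem1, a BMP antagonist, and Strn, which encodes striatin. Of these regions, 716 were lower and 427 were higher in db/db on the authors' log2 ratios. For 1115 genes, a run of neighboring probes was found whose mean equals the value of Table S4 on all 6 arrays within 0.0001, and for none after shuffling. The runs hold a median of 3 probes. Over these runs, the mean log2 ratio of the authors was 0.696 ± 0.023 (SD, n = 3 mice) in db/+ and 0.645 ± 0.012 (SD, n = 3) in db/db, a difference of -0.050, with every db/db mouse below every db/+ mouse (exact permutation test, p = 0.1). Over the whole promoters of 1012 of these genes, the means were 0.285 ± 0.020 (SD, n = 3) and 0.257 ± 0.0096 (SD, n = 3), and the groups overlapped (difference -0.029, p = 0.2, exact permutation test). Over the 2851 promoters with a peak it was -0.0052 (exact p = 0.7), and over all 22214 promoters with 3 probes or more it was 0.0044 (exact p = 0.2). In the scanner values, the runs averaged 0.766 ± 0.037 (SD, n = 3) in db/+ and 0.740 ± 0.052 (SD, n = 3) in db/db (exact p = 0.6). The study chose the 1143 genes for their difference on these arrays, so their direction is not independent evidence, and the probe runs were chosen as a measure after the data had been seen.

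**Figure D1:**
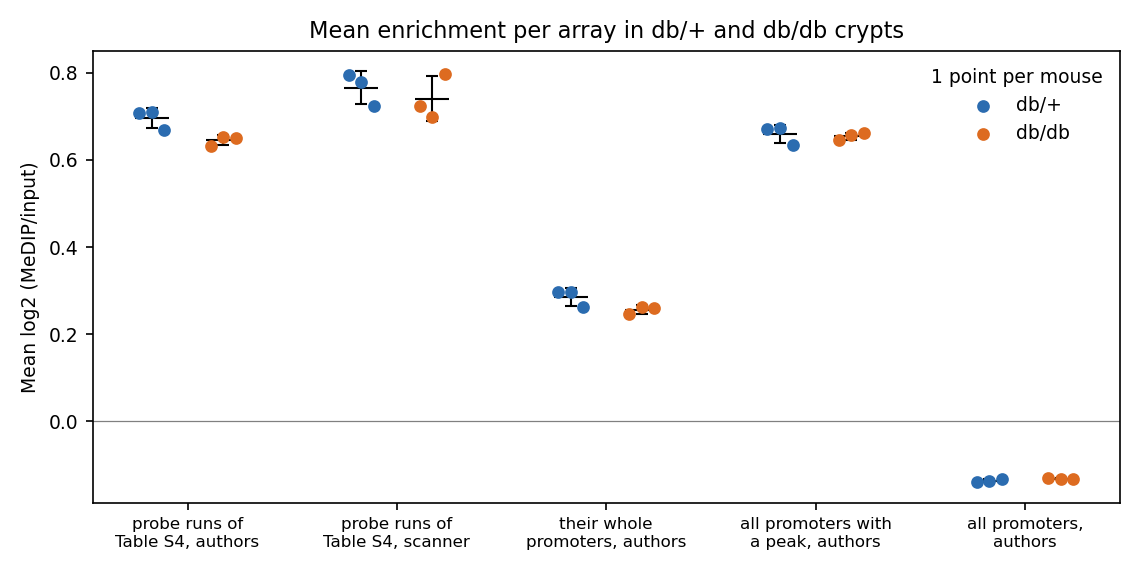
Mean log2 ratio of MeDIP to input per array (vertical axis) over 5 sets of regions (horizontal axis), with 1 point per mouse and bars for the mean and SD of the 3 mice of a group. The db/db mice lie below the db/+ mice over the probe runs of Table S4 on the authors' ratios (0.645 against 0.696), and the groups overlap over the same runs in the scanner values.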

The total number of DMEPs in the *db/db* mice was less than that in the *db/+* (*P* = 0.028 by *t* test; Fig. 1a and b; Additional file 1: Table S4). To further investigate the DMEPs, we compared the methylated promoters between the two groups. Based on this comparison, we identified a total of 1216 group comparison-related DMEPs, of which 760 were *db/+*_*db/db* (representing DMEPs more closely matching the promoter region for the *db/+* group than that in the *db/db* group) and 456 were *db/db*_*db/+* (representing DMEPs more closely matching the promoter region for the *db/db* group than that in the *db/+* group) (Fig. 1c; Additional file 1: Table S5).

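Rac1, Grem1 and Tle1 were among the genes whose probe run in Table S4 was lower in db/db, and the runs lower there had a median difference of -0.20 on the authors' log2 ratios. The runs higher in db/db had a median difference of 0.20. In the scanner values, 526 of the 668 lower runs with a value were lower too, with a median of -0.14, and the 393 higher runs with a value had a median of 0.15. The share of runs lower in db/db was 63.0% on the authors' ratios and 55.8% in the scanner values. Counted over whole promoters on the authors' ratios, 2628 promoters that held a peak met the paper's criteria of a group median of at least 0.3 and a coefficient of variability of at most 0.8 for at least 50% of the probes. Of these, 1372 were higher in db/+ and 1256 in db/db, and the majority turned without db/+ replicate 1 (1244 and 1275) or db/+ replicate 2 (1198 and 1323). As applied here, the criteria set no least size for the difference. How the paper called its peaks of difference is not described in its text, and that step was left out. With the added requirement of a run of probes that passes a Kolmogorov-Smirnov test of the group difference in windows of 750 bp, 1543 promoters remained as DMEPs, 957 higher in db/+ and 586 higher in db/db. Of the 9 other splits of the arrays into 3 and 3, 3 were more uneven, the most with 1072 against 409. With no peak required, 8591 promoters met the criteria, 4326 higher in db/+ and 4265 in db/db.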

**Fig. 1:**
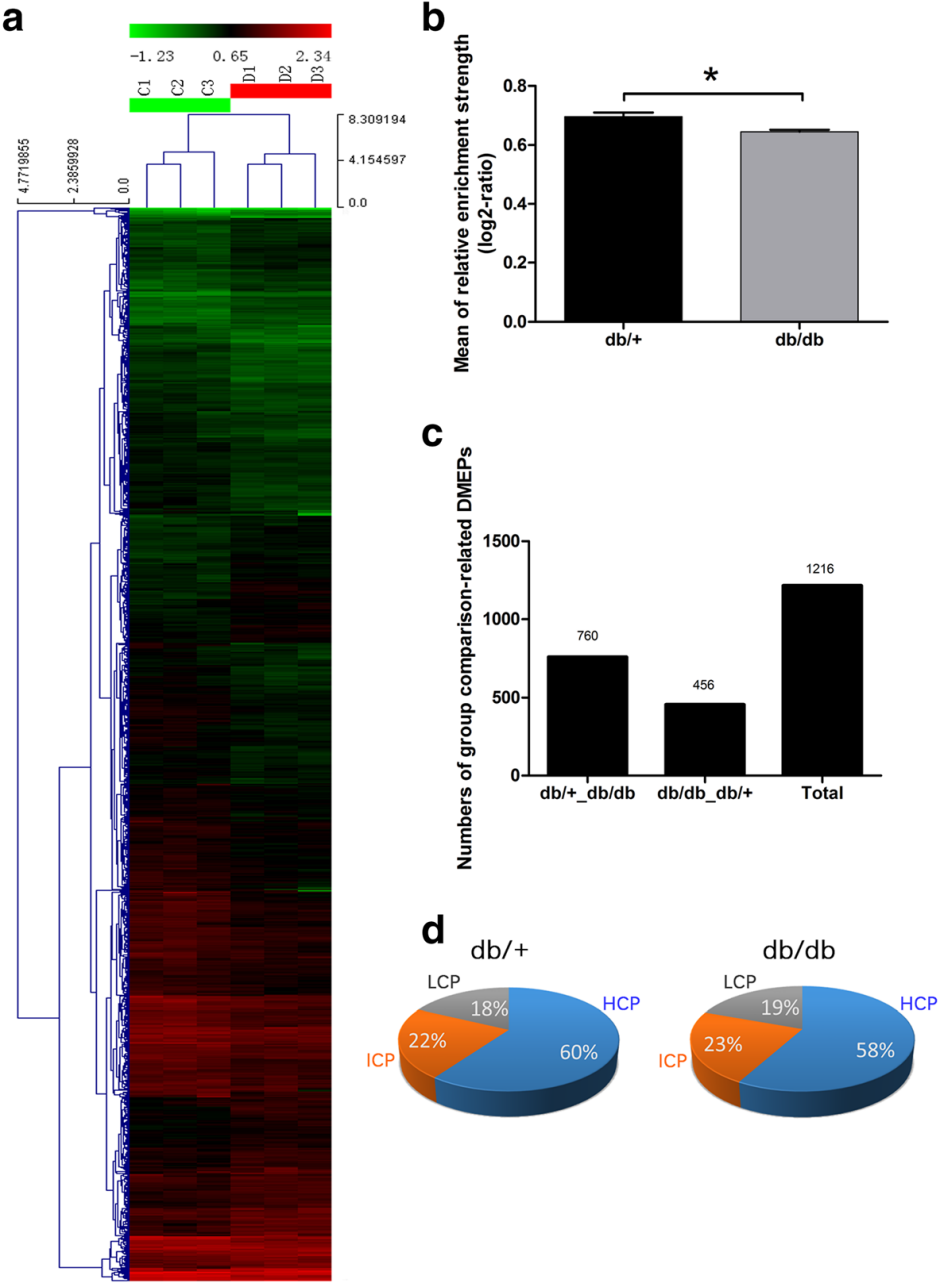
DNA methylation of promoter regions in crypts. **a** Unsupervised hierarchical clustering analysis of DMEPs in crypts. Each *row* indicates a differential methylation enrichment peak (*DMEP*)-related gene. Each *column* indicates a sample analyzed. Methylation levels range from unmethylated (*green*) to fully methylated (*red*), as indicated by the color legend at the top of the graph. *C* represents the control *db/+* group; *D* represents the diabetic *db/db* group. **b** Mean of relative enrichment strength in DMEPs. Mean ± SE; *n* = 3; *P = 0.028 by *t* test. **c** Numbers of group comparison-related DMEPs. *db/+*_*db/db* represents the DMEPs more closely matching the promoter region for the *db/+* group than that in the *db/db* group; and *db/db*_*db/+* represents the DMEPs more closely matching the promoter region for the *db/db* group than that in the *db/+* group. **d** Pie charts of high, intermediate, and low CpG-density promoters (*HCPs*, *ICPs*, and *LCPs*, respectively) indicate slight differences in the percentages of HCPs and LCPs between the two groups

We subdivided promoters into three classes based on the CpG ratio, GC content, and length of the CpG-rich region: high CpG-density promoters (HCPs; promoters that contained a 500 bp interval within −0.7 kb to +0.2 kb with a [G + C]-fraction ≥0.55 and a CpG observed to expected ratio (O/E) ≥0.6), low CpG-density promoters (LCPs; promoters that contained less than 500 bp interval with CpG O/E ≥0.4), and intermediate CpG-density promoters (ICPs; those between HCPs and LCPs). Of the 3146 methylated promoter regions, many regions were HCPs. 

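The promoters of Sox9 and Dnmt3b are HCPs, and those of Gli1, Dkk3 and Hic1, a tumor suppressor gene, are ICPs. The authors' deposited table holds 1813 HCPs (57.6%), 726 ICPs (23.1%) and 606 LCPs (19.3%) with a peak in at least 1 mouse. Peaks were also more frequent among the HCPs of the array when each of its annotated promoters was classed from the mm9 sequence by the same definitions. A peak stood in 1913 of 9845 HCPs (19.4%), 362 of 3948 ICPs (9.17%) and 493 of 7129 LCPs (6.92%). The median log2 ratio, averaged over the 6 arrays, was 0.054 in HCPs, -0.22 in ICPs and -0.42 in LCPs. The classes differ in CpG density by definition, and methylation per CpG site was not measured here. These values therefore do not rank the classes by how methylated their sites are.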

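HCPs made up 59.8% ± 1.31 (SD, n = 3 mice) of the promoters with a peak in db/+ and 58.0% ± 0.596 (SD, n = 3) in db/db. LCPs made up 17.8% ± 1.57 (SD, n = 3) and 19.4% ± 0.653 (SD, n = 3). ICPs made up 22.3% ± 0.276 (SD, n = 3) and 22.6% ± 0.0572 (SD, n = 3). The groups overlapped in each of the 3 classes (two-sided exact permutation p = 0.2 for HCPs, 0.2 for LCPs and 0.3 for ICPs). The shares were taken from the promoter classes that the authors gave in their deposited table.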

Only slight differences in the percentages of HCPs or LCPs were identified between the two groups (Fig. 1d).

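The promoters with the lowest p included Mdm2, the ubiquitin ligase that controls p53, and Myoz1, a protein of the muscle Z-disc, on the lower side in db/db, and Ankar, Megf6 and the coagulation factor gene F11 on the higher side. They were picked from the 16.1% of promoters in which the 3 db/db mice lay apart from the 3 db/+ mice, where chance gives 10%. Structure shared by the arrays can also raise such a share. At an unadjusted p under 0.05 by limma, the real groups gave 2172 promoters. Db/+ replicates 1 and 2 with db/db replicate 3, set against the other arrays, gave 3126. None of 21831 promoters passed an adjusted p of 0.05 by limma. After a correction for GC content, chosen after the data had been seen, Ankar, Megf6, Mdm2 and Myoz1 passed (adjusted p from 0.034 to 0.047). At an unadjusted p under 0.05, 1323 promoters were higher and 849 lower in db/db, and without limma's pooling of the variances 1130 and 891 were, of which none passed either. This balance depended on the scaling, with 1041 higher and 1084 lower after quantile normalization, 1519 and 1576 after the GC correction, and 2251 and 468 without centering. The median of the promoters' differences was 0.015. The array medians were -0.165 ± 0.013 (SD, n = 3 mice) in db/+ and -0.155 ± 0.018 (SD, n = 3) in db/db, a difference of 0.010 within the spread between mice (exact permutation test, p = 0.5). Centering each array on its median probe removes most of a difference that all promoters share, and without it the array medians were -0.23 ± 0.022 (SD, n = 3) and -0.18 ± 0.019 (SD, n = 3) and did not overlap (exact p = 0.1). The scanner software had already dye-normalized the channels of each array, so neither version can show a shift in methylation shared by all promoters. Mdm2, on chromosome 10 from 117147314 to 117149114, had a log2 ratio of 0.0010 ± 0.11 (SD, n = 3) in db/+ and -0.55 ± 0.04 (SD, n = 3) in db/db (difference -0.56, standard error 0.09, adjusted p = 0.265). It fell to -0.19 on the authors' log2 ratios, -0.21 with normexp and -0.18 with outlier marks dropped on their own array alone. Ankar, on chromosome 1 from 72746638 to 72748438, had -0.82 ± 0.08 (SD, n = 3) and -0.25 ± 0.07 (SD, n = 3), a difference of 0.57 (standard error 0.08, adjusted p = 0.265). F11 differed by 0.63, Pptc7, a mitochondrial phosphatase, by 0.51, Btnl2 by -0.44, Ttc28 by -0.40 and Tcfl5 by -0.40, each with an adjusted p of 0.265 or 0.360. On the authors' log2 ratios, F11 had 0.34, Pptc7 0.22, Btnl2 -0.42, Ttc28 -0.27 and Tcfl5 -0.23. Megf6 (0.60) and Myoz1 (-0.50) had the opposite sign on the authors' log2 ratios (-0.11 and 0.046), and 0.15 and -0.15 with marked spots kept. On those ratios 3 promoters passed, all lower in db/db: Pla2g4a (-0.45), Btnl2 (-0.42) and 2210010C04Rik (-0.42), of which the first and the last were singled out after their values had been seen. None passed there with a replicate block or without any 1 array other than db/+ replicate 3, without which 1717 passed. None of 18 gene lists fixed before the data were examined moved one way by camera, whose lowest adjusted p of 0.338 was for Wnt ligands and receptors. With normexp 4 lists passed, 3 of them Wnt lists that were lower in db/db, and with bright input probes alone 2 Wnt lists did, and none with an estimated correlation in either setting. In both settings 1 of these Wnt lists was the paper's 15 genes. The study chose those genes on these arrays, so their result is not independent evidence of a direction, and they share members with the Wnt antagonists. Pan-epithelial genes passed a test for change in either direction (adjusted p = 0.00057 by fry). Over the alternatives this adjusted p by fry ran from 2.6e-06 to 0.790, the latter with a replicate block. The test asks whether members of a list change and does not set the list against the other promoters. Of the 21 genes, Lgals4, a galectin of the gut epithelium, was higher by 0.43. It was the only member to pass when adjusted over the list alone. The epithelial transcription factors Cdx1 and Grhl2 had differences of -0.32 and -0.23. By the same fry test 12 of the 18 lists passed on the authors' log2 ratios, 18 with normexp, 8 with the median of the probes and 6 with bright input probes. In those settings a pass was therefore not particular to pan-epithelial genes. Lgals4 differed by 0.011 on the authors' log2 ratios and by 0.055 with bright input probes alone. Cdx1 and Grhl2 differed by -0.30 and -0.24 on the authors' log2 ratios, close to their scanner values. By limma their unadjusted p there was 0.00016 and 0.00077, and their adjusted p over all promoters 0.061 and 0.080. Cdx1 and Grhl2 did not pass within the list with the processing chosen here. In data simulated for this comparison over 21831 promoters, limma found 94.5% of 200 changes of 1 on the log2 scale, 36.5% of changes of 0.5 and 0% of changes of 0.25. The simulated noise was independent between promoters, whereas the real arrays share structure across promoters, so these shares need not hold for them. Other processing gave from 0 promoters to 7341, with normexp background correction (6631 higher and 710 lower), and weighting the arrays in limma gave 189. Normexp added the same offset to every array, which compresses log2 ratios more on dimmer arrays, and the db/db arrays were the dimmer ones. How far this shaped its promoter and list counts was not tested. From its findings on DMEPs and methylated promoters as a whole (Fig. 1), the paper concludes that promoter methylation was lower in the crypts of db/db mice.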

Taken together, these findings demonstrated decreased DNA methylation of promoter regions in crypts of *db/db* mice; however, the percentages of methylated HCPs, LCPs, or ICPs were not markedly different between the two groups.

### Expression of DNA methyltransferases in the intestinal epithelium was correlated with methylation pattern and diabetic state

After obtaining the global DNA methylation of promoter regions in crypts, we investigated three DNA methyltransferases in adult mouse intestines. In our study, *Dnmt1* expression was higher than *Dnmt3a* in the intestinal epithelium (Fig. 2a and b), whereas *Dnmt3b* was minimal and nearly undetected. 

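The promoter of Dnmt3b, a de novo methyltransferase, held a peak of methylated DNA in each mouse of both groups. Its mean log2 ratio was 0.90 ± 0.13 (SD, n = 3 mice) in db/+ and 0.99 ± 0.07 (SD, n = 3) in db/db, a difference of 0.10 (standard error 0.09, adjusted p = 0.742 from limma). The promoter of Dnmt3a, the other de novo enzyme, had 0.66 ± 0.10 (SD, n = 3) and 0.65 ± 0.09 (SD, n = 3), and that of the maintenance enzyme Dnmt1 had 0.39 ± 0.01 (SD, n = 3) and 0.40 ± 0.14 (SD, n = 3). The promoter region of Dnmt3b lies on chromosome 2 of mm9 from 153473884 to 153475684. Its peak had a score of 2.97, 2.63 and 2.72 in the 3 db/+ mice and of 2.61, 2.66 and 2.33 in the 3 db/db mice, and in 4 mice it spanned 153475210 to 153475501, from 24 to 315 bp downstream of the annotated start site, with 55 CpG sites. The 2 probes inside this span had outlier marks and are not in the scanner mean. On the authors' log2 ratios they averaged 1.46 and 1.70 in db/+ and 1.42 and 1.86 in db/db. Of 20 promoters of the DNA methylation machinery, 12 had a higher and 8 a lower mean in db/db and none passed the test, also when adjusted over the list alone. The lowest p in each direction were those of Dnmt3l, a cofactor of the de novo enzymes (-0.22), and Gadd45g (0.19). The sign of the Dnmt3b difference turned on the authors' ratios (-0.063) and with normexp (-0.12), and those of Dnmt1 and Dnmt3a turned in some settings too, for Dnmt3a with the authors' ratios among them.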

Based on the microarray results, we speculated that the extremely low level of Dnmt3b might be attributable to the hypermethylation of its promoter (Fig. 2c). Furthermore, validation of the microarray results by bisulfite sequencing also suggested hypermethylation of the *Dnmt3b* promoter, although no difference was identified between the two groups (Fig. 2d and e).

**Fig. 2:**
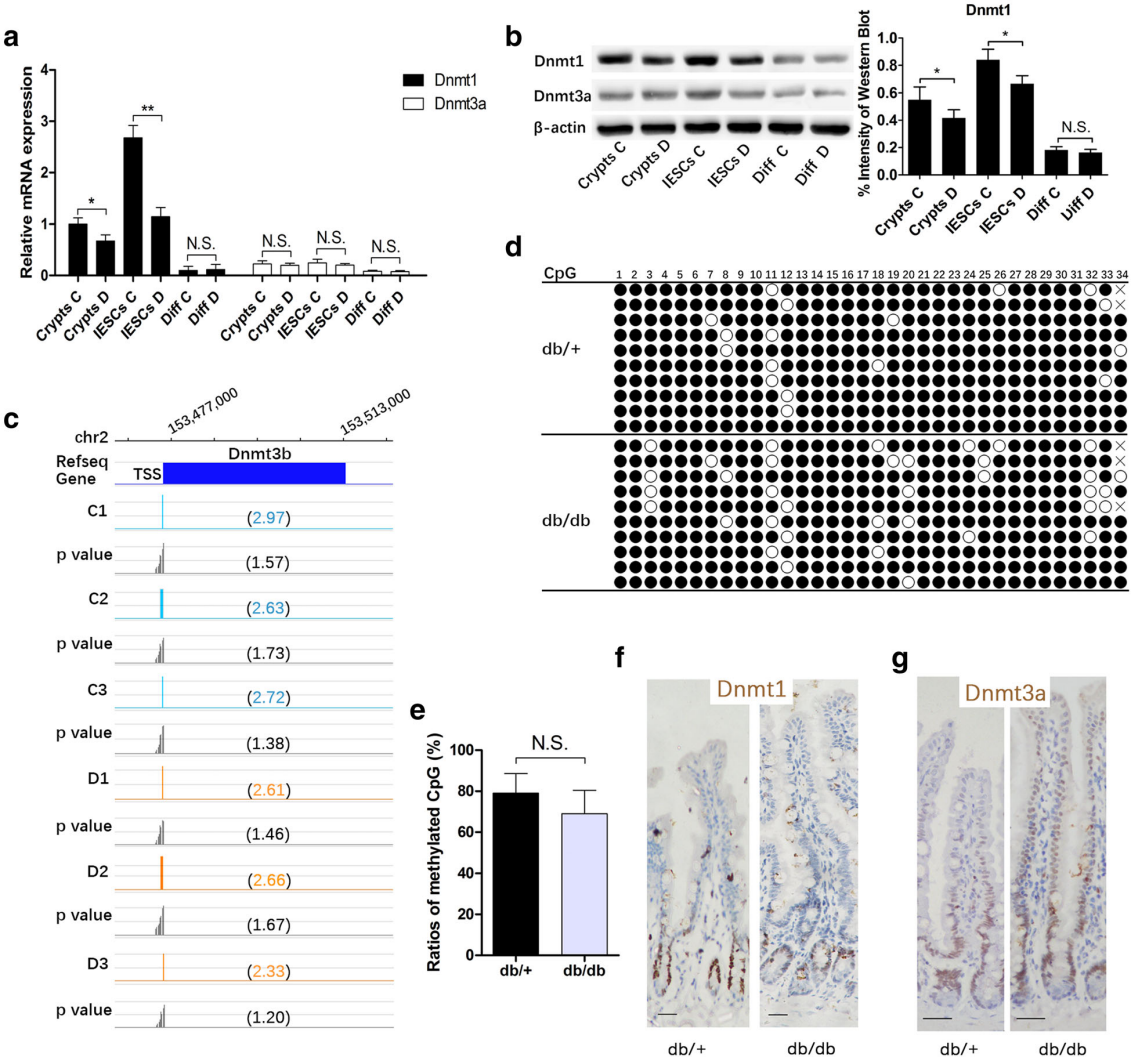
Expression and promoter methylation of DNA methyltransferases in intestinal epithelium. **a, b** Decreased *Dnmt1* expression is detected in *db/db* crypts and intestinal epithelium stem cells (*IESCs*) by qRT-PCR using the FACS cell population (**a**) and Western blot using the MACS cell population (**b** *left*) and quantification of immunoblot bands from Western blot (**b** *right*). mRNA and protein levels are expressed relative to β-actin. Mean ± SE; *n* ≥ 6; *P < 0.05, **P < 0.01 by *t* test. *C* represents the control *db/+* group; *D* represents the diabetic *db/db* group. **c** Promoter methylation microarray of *Dnmt3b* indicates promoter hypermethylation not only in *db/db* mice (*orange bars*) but also in *db/+* mice (*light blue bars*). Values in brackets indicate the peak score that reflects the probability of positive enrichment and average *P* value scores. **d, e** Validation of *Dnmt3b* microarray results by bisulfite sequence. The table indicates the results of bisulfite sequencing analyses of 10 bacterial colonies per group (**d**). The CpG sites validated are the sites that exhibit a peak signal in the microarray. *Black circles* represent methylated CpG sites; *white* hollow circles represent unmethylated CpG sites; *crosses* represents methylation status not determined . Bar graph showing the ratio of methylated cytosine in CpG within the regions analyzed (**e**). **f, g** Immunohistochemical staining of Dnmt1 (**f**) and Dnmt3a (**g**). *Scale bars* = 50 μm. *Diff* differentiated cells, *N.S.* not significant

In crypts, significantly lower *Dnmt1* expression was observed in the *db/db* mice compared with the *db/+* mice, whereas no difference in *Dnmt3a* was observed between the two groups. Moreover, a markedly reduced expression of *Dnmt1* was identified in terminally differentiated cells (Fig. 2a and b). Previous studies have reported that Dnmt1 was restricted to the crypts of intestinal epithelium [12, 17]. Similarly, we found that Dnmt1 was limited to the crypt regions in both groups (Fig. 2f), while Dnmt3a exhibited increased expression in crypts but was also expressed in other positions in the epithelium (Fig. 2g).

IESCs serve as the source of all types of enterocytes and perform more prominent proliferation and differentiation activity. Thus, we were interested in the changes in DNA methyltransferases in IESCs. We isolated cells expressing high levels of Lgr5, the genuine stem cells of the small intestine [2], using FACS and MACS (Additional file 3: Figure S2a). Lgr5^hi^CD45^neg^ cells were identified as IESCs. Confirmation of cell purity was performed by qRT-PCR for the stem cell-specific markers Lgr5, CD24, Olfm4, and Ascl2, the enterocyte marker Lct, the endothelial cell marker CD31, and the lymphocyte marker CD45 (Additional file 3: Figure S2b).

Interestingly, *Dnmt1* exhibited distinctly higher expression in Lgr5^hi^CD45^neg^ IESCs than in the crypts as a whole. Moreover, significantly decreased expression of *Dnmt1* was identified in *db/db* mice compared with the *db/+* mice; however, there was still no difference in the level of *Dnmt3a* between the two groups (Fig. 2a and b). These findings suggested that decreased Dnmt1 in *db/db* mice was correlated with the degree to which DNA methylation was reduced. Furthermore, alterations in the DNA methylation pattern and *Dnmt1* expression in crypts may be mostly inherited from IESCs. In fact, reduction of DNA methylation by acute deletion of *Dnmt1* in the intestinal epithelium has been reported to cause crypt expansion in vivo [12].

### Hypomethylation of Wnt signaling was correlated to its overactivation in diabetic *db/db* crypts and IESCs

In our previous study, we demonstrated that enhanced proliferation in the intestinal epithelium of patients with type 2 DM correlated with Wnt/β-catenin accumulation [4]. Wnt signaling was involved in the abnormal proliferation and differentiation of IESCs [2]. Therefore, we focused on the correlation between methylation status and changes in the expression of genes associated with the Wnt signaling cascade in the *db/db* mice. Based on GO analysis and the KEGG (Kyoto Encyclopedia of Genes and Genomes) database, fifteen DMEP-related genes related to Wnt signaling, particularly the canonical Wnt pathway, were identified in the microarray. Indeed, the methylation levels of these genes were decreased in the *db/db* mice (Fig. 3a). 

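On the authors' log2 ratios, in which the probes of each DMEP were found by their match to Table S4, the DMEP of each of the 15 genes had a lower mean in db/db, and in 10 of them every db/db mouse lay below every db/+ mouse, where chance separates the groups without overlap, in either direction, in 10% of regions. Among these 10, the difference was -0.35 in Rac1, a small GTPase, -0.29 in Grem1, a BMP antagonist, -0.24 in Sulf2, an extracellular sulfatase, -0.23 in Strn, the gene of striatin, and -0.16 in Gli1, a Hedgehog transcription factor. Since the study chose the 15 genes on these arrays, their count is not independent evidence of a direction. The same choice favors regions in which the groups lie apart, so the 10 cannot be judged against the 10% by chance. In the scanner values, 9 of the 14 DMEPs with a value were lower and 5 were higher. The groups did not overlap in 1 of them, 2610109H07Rik (Draxin), a Wnt antagonist, with 0.17 ± 0.10 (SD, n = 3 mice) in db/+ and -0.13 ± 0.035 (SD, n = 3) in db/db. The difference was -0.26 in Strn, -0.23 in Gli1 and -0.17 in Grem1, but 0.038 in Rac1 and 0.12 in Sulf2. With 1 array left out it shrank to as little as -0.12 in Strn, -0.16 in Gli1, -0.056 in Grem1 and 0.052 in Sulf2, without a change of sign. The DMEPs hold from 2 to 7 probes, and 9 of them hold 2. Over the whole promoters, 9 of the 15 genes were lower in the scanner values and none passed limma's test, also when adjusted over the list alone. The region counted for Pou5f1 (0.067) is not the one that holds its DMEP. The differences of Strn and Gli1 had the lowest p (-0.24, adjusted p = 0.490, and -0.23, adjusted p = 0.482). On the authors' ratios 14 were lower, and camera gave the list an adjusted p = 3.7e-05, and an adjusted p = 0.758 with an estimated correlation. Of 33 Wnt antagonists, 18 had a lower mean in db/db. Tab2, an adaptor of the kinase TAK1, had 1.05 ± 0.09 (SD, n = 3) in db/+ and 0.68 ± 0.08 (SD, n = 3) in db/db, and was the only one to pass when adjusted over the list alone (difference -0.37, adjusted p = 0.392 over all promoters by limma). Sfrp1, a secreted antagonist, differed by 0.27, and by 0.074 on the authors' ratios. Of 38 Wnt ligands and receptors, 25 were lower and none passed, with Wnt7a at -0.22 and Rspo3, which potentiates Wnt signaling in the crypt, at 0.26. On the authors' ratios Wnt7a had -0.13 and Rspo3 0.045.

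**Figure D2:**
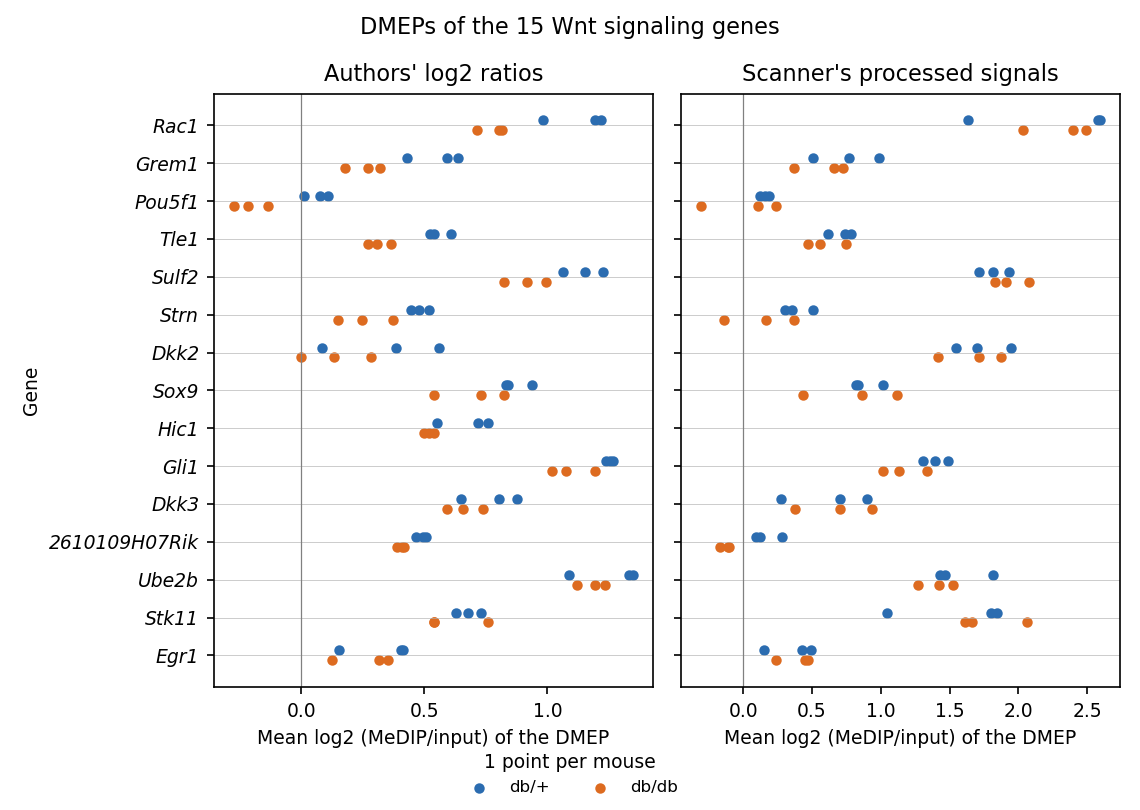
Mean log2 ratio of MeDIP to input (horizontal axis) of the DMEP of each of the 15 Wnt signaling genes (vertical axis), from the authors' ratios (left) and the scanner's processed signals (right), with 1 point per mouse. On the left all 15 genes have a lower mean in db/db, and on the right 9 of the 14 with a value.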

Combined with mRNA expression, we identified significant differences between the two groups in the expression of hypomethylated genes, such as *Pou5f1* (POU domain class 5 TF 1), *Egr1* (early growth response 1), *Grem1* (gremlin 1), and *Sox9*, whereas the hypermethylated genes (*Hic1* (hypermethylated in cancer 1), *Stk11* (serine/threonine kinase 11) and *Sulf2* (sulfatase 2)) did not differ between the groups, with the exclusion of *Rac1* (RAS-related C3 botulinum substrate 1; Fig. 3b). Previous studies reported that Rac1 was required for the expansion of the Lgr5-positive IESC signature and for progenitor hyperproliferation [18] and was induced under conditions of intestinal proliferation in response to aberrant Wnt signaling [19]. In our study, Rac1 in both groups was highly expressed despite hypermethylation of its promoter whereas, compared with the control, *Rac1* expression was increased in the *db/db* mice (Fig. 3b). In addition, expression of *Tle1* (transducin-like enhancer of split 1) and *Strn* (striatin) was significantly decreased in the *db/db* mice. 

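The Rac1 promoter, on chromosome 5 of mm9 from 144288361 to 144290161, had a log2 ratio of -0.10 ± 0.22 (SD, n = 3 mice) in db/+ and -0.09 ± 0.05 (SD, n = 3) in db/db. The authors' peaks hold none in this region of 8 probes in any of the 6 mice. The methylation listed for Rac1 in Table S4 is that of 2 probes from 144288369 to 144288619 at the edge of the region. They averaged 1.13 ± 0.13 (SD, n = 3) in db/+ and 0.78 ± 0.06 (SD, n = 3) in db/db on the authors' log2 ratios (exact permutation test, p = 0.1). In the scanner values they averaged 2.27 ± 0.55 (SD, n = 3) and 2.31 ± 0.24 (SD, n = 3), a difference of 0.038 within the spread between mice (exact p = 1). The db/+ mice had 2.59, 2.58 and 1.64, and without the last, replicate 3, the difference was -0.28. It was also negative without db/db replicate 1 (-0.0072) or 3 (-0.054). The difference over the whole promoter was 0.0079 in the scanner values and -0.18 on the authors' ratios.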

Tle1 has been reported to bind to *TCF* to repress the activity of TCF/LEFs [20], and Strn has been reported to colocalize with APC, a tumor suppressor protein that negatively regulated the Wnt signaling pathway [21]. Moreover, *Dkk2* (dickkopf WNT signaling pathway inhibitor 2), *2610109H07Rik* (Draxin, dorsal inhibitory axon guidance protein), *Dkk3* (dickkopf WNT signaling pathway inhibitor 3), *Gli1* (GLI-Kruppel family member 1), and *Ube2b* (ubiquitin-conjugating enzyme E2B) exhibited such extremely low expression in crypts that they could not be used for statistical analysis. In addition to the DMEP-related genes, β-catenin was also evaluated to determine Wnt/β-catenin signaling (Fig. 3b and c).

**Fig. 3:**
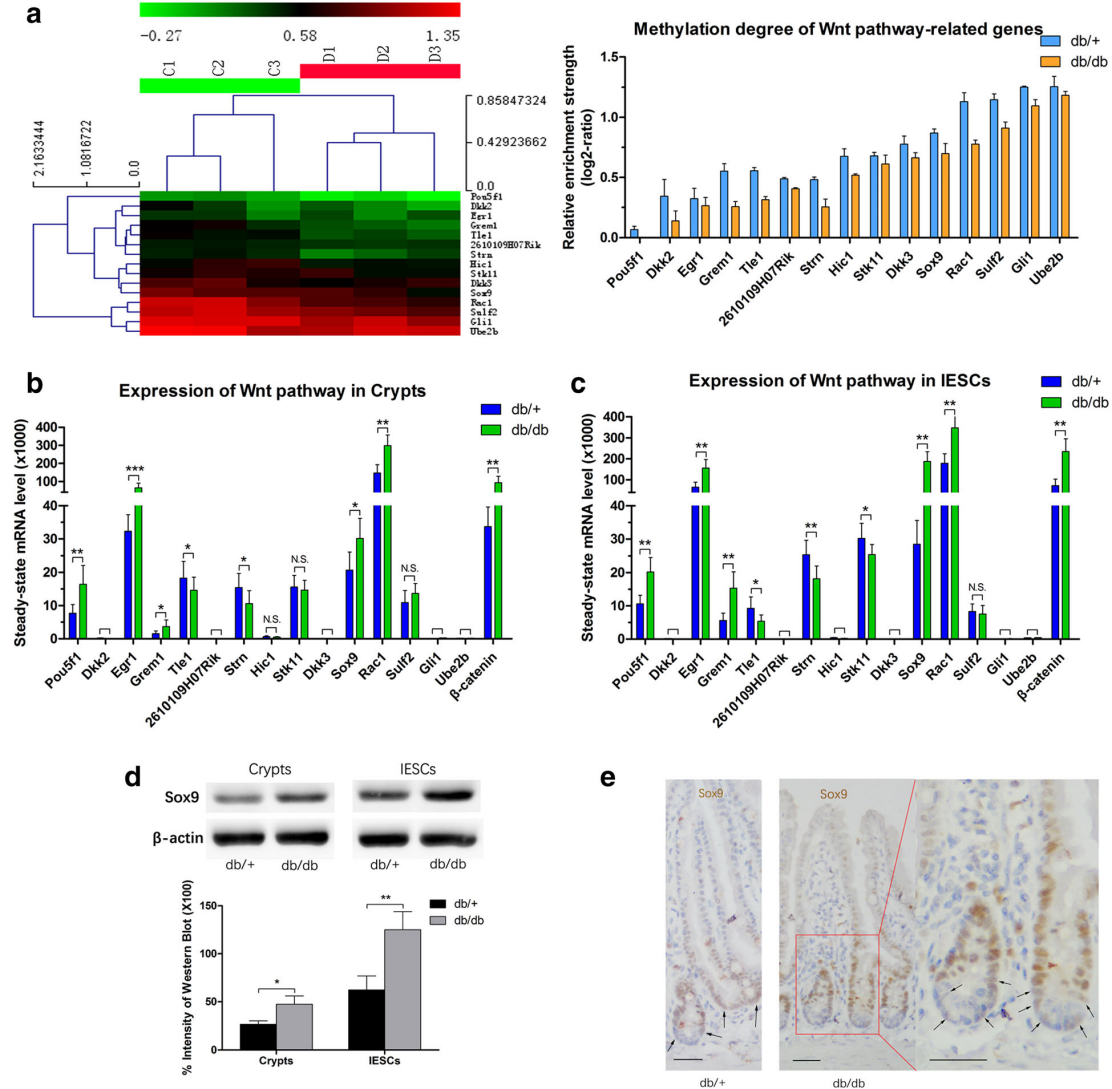
Promoter methylation levels and gene expression of Wnt signaling-related genes. **a** (*left*) Hierarchical clustering analysis on the basis of the DMEP-related genes related with Wnt signaling. Each *row* indicates a DMEP-related gene, and the corresponding gene name is indicated on the *right*. Each *column* indicates a sample analyzed. Methylation levels range from unmethylated (*green*) to fully methylated (*red*), as indicated by the color legend at the top of the graph. **a** (*right*) The degree of methylation of Wnt signaling pathway-related genes among DMEP-related genes. The bar height reflects the degree of methylation. **b, c** The mRNA levels of Wnt signaling-related genes in crypts and intestinal epithelium stem cells (*IESCs*) using the FACS cell population. **d** (*upper*) Western blot analysis of Sox9 using the MACS cell population, and **d** (*lower*) quantification of immunoblot bands from three repetitions of western blot experiments. **e** Immunohistochemical staining of Sox9 in the small intestinal epithelium. The *arrows* indicate cells expressing low levels of Sox9, which were considered IESCs. *Scale bars* = 50 μm. mRNA and protein levels are expressed relative to β-actin. Mean ± SE; *n* ≥ 6 (mRNA); *n* ≥ 3 (protein); *P < 0.05, **P < 0.01, ***P < 0.001 by *t* test. *N.S.* not significant

To further investigate Wnt signaling, we focused on the base of crypts, the IESCs. They were bona fide stem cells that showed fast cycling and were responsive to Wnt signaling [2]. We performed qRT-PCR in IESCs for the DMEP-related genes related to Wnt signaling. Surprisingly, most of the genes, including *Pou5f1*, *Egr1*, *Grem1*, *Strn*, *Stk11*, *Sox9*, and *Rac1*, exhibited increased expression in IESCs compared with crypts (Fig. 3c). One of the most obvious differentially expressed genes between crypts and IESCs was *Sox9*. Increased Sox9 expression was detected in the *db/db* crypts, more remarkably in the *db/db* IESCs (Fig. 3b–d). In fact, Sox9 expression was mainly restrained to the crypts (Fig. 3e) [22], and cells showing low levels of Sox9 were considered IESCs, which were capable of forming cryptoid structures under in vitro culture conditions [23, 24].

Together, these observations indicated that hypomethylation of gene promoters correlated to ectopic Wnt signaling in *db/db* crypts, especially in IESCs. Several TFs, such as Sox9, were also under the regulation of hypomethylation and might cooperate in the control of this aberrant signaling.

### Hypomethylation in the Sox9 promoter was correlated to its overexpression in IESCs

Among the Wnt signaling pathway-related genes that were also differentially expressed and differentially methylated, we identified Sox9, which is a TF that plays a pivotal role in the regulation of Wnt signaling [7–11] and in the intestinal epithelium [22, 25]. To address whether methylation influenced the differential expression of *Sox9* in IESCs, bisulfite sequencing was examined to investigate DNA methylation of the peak signal region detected in the microarray. The *Sox9* upstream sequence had 3 CpG islands (222 bp, 401 bp, and 482 bp) within 1.3 kb close to the TSS (Fig. 4a). 

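In each of the 3 db/+ mice, the authors' peak in the promoter of Sox9, a transcription factor of the SOX family, spanned chromosome 11 of mm9 from 112643219 to 112643465. It had a score of 2.83, 2.94 and 2.27 in the 3 mice. Its 247 bases lie from 319 to 73 bp upstream of the start site annotated at 112643538, in an HCP, and hold 2 probes of the array, whose outer ends are the ends of the peak. Their GC content is 61.5%, with 12 CpG sites and an observed to expected CpG ratio of 0.651. The reference sequence of the peak is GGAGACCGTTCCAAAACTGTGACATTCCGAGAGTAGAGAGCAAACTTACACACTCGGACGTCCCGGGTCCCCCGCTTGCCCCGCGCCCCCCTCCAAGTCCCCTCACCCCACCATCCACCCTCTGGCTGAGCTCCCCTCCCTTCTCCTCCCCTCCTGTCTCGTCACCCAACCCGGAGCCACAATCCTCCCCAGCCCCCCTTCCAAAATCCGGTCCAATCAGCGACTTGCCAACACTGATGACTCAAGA.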

The peak signal region spanned from island 2 to island 3, 246 bp in length, in each *db/+* sample, and it was located from –305 to –59 of the TSS. The range of CpG-rich sequences and their densities were in accordance with classic and default definitions of CpG islands according to the MethPrimer program [26].

**Fig. 4:**
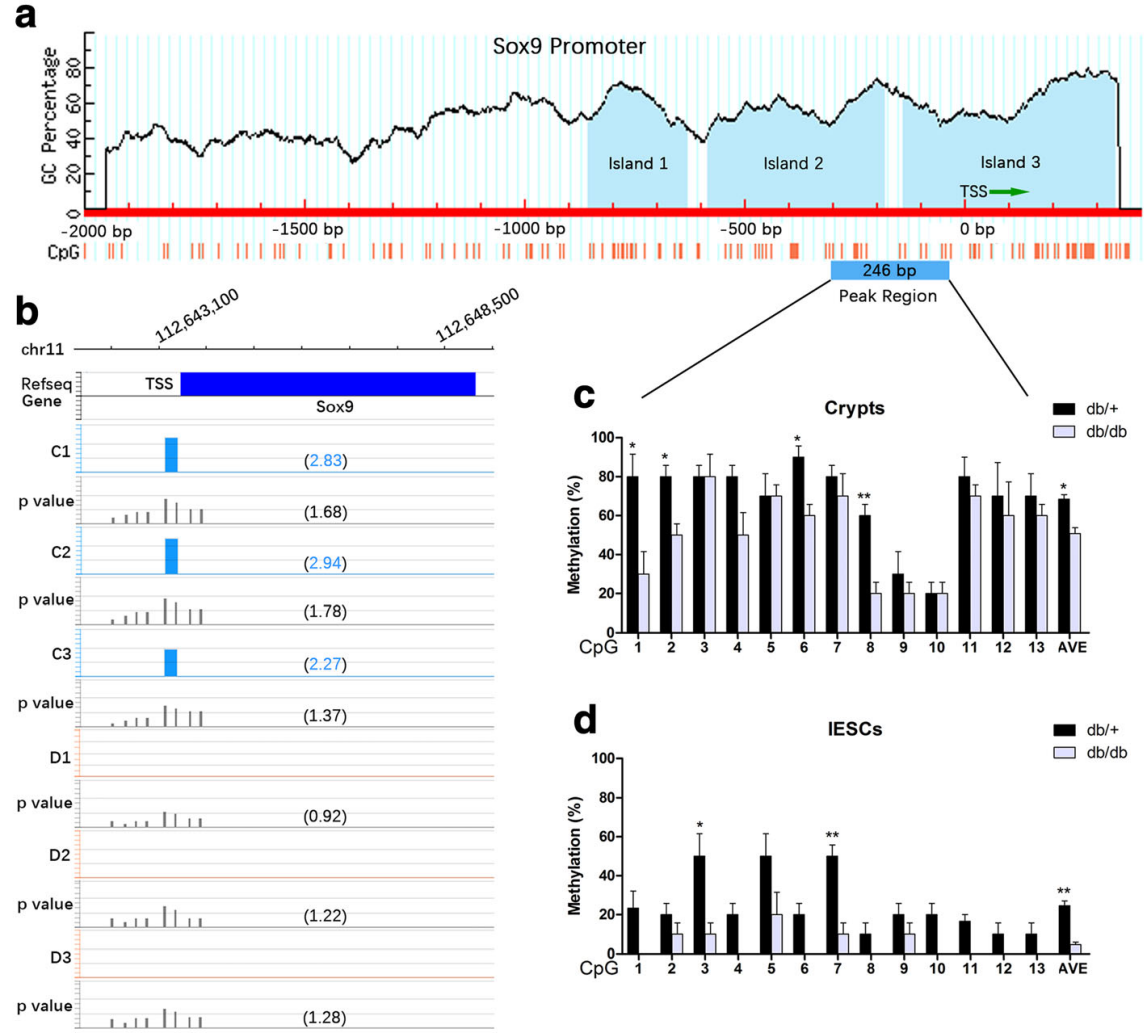
Analyses of CpG islands and methylation of *Sox9*. **a** Structural features of the *Sox9* sequence. The scaled *horizontal line* indicates the genomic DNA sequence, with the transcription start site (*TSS*) at zero; scales represent base pairs. Three CpG islands of *Sox9* close to the TSS are indicated in the *light blue* area on top of the *horizontal line. Vertical lines* beneath the *horizontal line* indicate the distributions and densities of CpG sites. The *light blue rectangular box* indicates the location of the methylation peak signal region detected in the microarray and used in the bisulfite sequence analysis. **b** Promoter methylation microarray of *Sox9* indicating hypermethylated promoters in the *db/+* group (*light blue bars*). Values in brackets indicate the peak score that reflect the probability of positive enrichment and average *P* value scores. **c, d** Validation of *Sox9* microarray results by bisulfite sequencing. Bar graphs indicating the proportion of methylated cytosines in CpGs within the regions analyzed. Ten bacterial colonies are detected per sample. Mean ± SE; *P < 0.05, **P < 0.01 by *t* test. *IESCs* intestinal epithelium stem cells

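No peak was called in the Sox9 promoter in any of the 3 db/db mice. On the authors' log2 ratios, on which peaks were called, the 2 probes of the db/+ peak averaged 1.02 ± 0.03 (SD, n = 3 mice) in db/+ and 0.71 ± 0.07 (SD, n = 3) in db/db, and every db/db mouse lay below every db/+ mouse (difference -0.31, exact permutation test, p = 0.1). In the scanner values the same 2 probes averaged 1.57 ± 0.08 (SD, n = 3) and 1.59 ± 0.33 (SD, n = 3), a difference of 0.022 that is smaller than the spread between mice (exact p = 1). The 3 db/db mice had 1.73, 1.21 and 1.83. The upstream probe differed by -0.36 on the authors' ratios and by 0.22 in the scanner values, and the probe nearer to the start site by -0.26 and -0.18. The DMEP of Sox9 in Table S4 is another pair of probes, downstream of the start site from 112643690 to 112643940, which differed by -0.17 on the authors' ratios and by -0.084 in the scanner values. The whole promoter, from 112642223 to 112644023, had 0.60 ± 0.18 (SD, n = 3) in db/+ and 0.54 ± 0.19 (SD, n = 3) in db/db, a difference of -0.059 (standard error 0.12, adjusted p = 0.896 from limma). The difference of the peak's probes was negative under 5 of the alternative settings, -0.26 with normexp among them, and without db/+ replicate 3 (-0.012), db/db replicate 1 (-0.048) or db/db replicate 3 (-0.099).

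**Figure D3:**
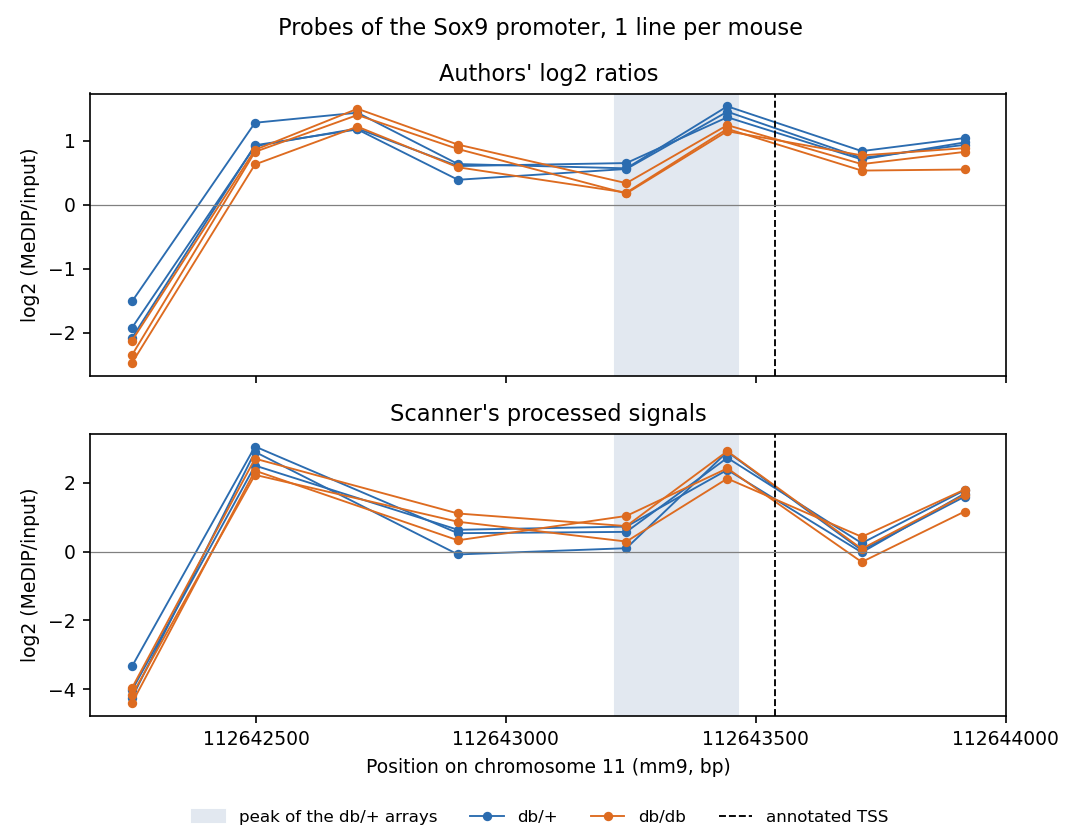
Log2 ratio of MeDIP to input (vertical axis) of the probes of the Sox9 promoter by position on chromosome 11 (horizontal axis), with 1 line per mouse, from the authors' ratios (top) and the scanner's processed signals (bottom). Inside the shaded peak the 3 db/db mice lie below the 3 db/+ mice on the authors' ratios, and the groups overlap in the scanner values.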

In the microarray results, loss of methylation in *Sox9* promoters was detected in the three *db/db* samples (Fig. 4b). Validation by bisulfite sequence analysis revealed that, on average, 50.8% of CpG sites were identified as methylated in the *db/db* mice intestinal crypts compared with 68.5% in the *db/+* (*P* < 0.05; Fig. 4c). However, in IESCs, the methylation status was reduced in both groups, with only 5% in the *db/db* mice and 25% in the *db/+* mice (*P* < 0.01; Fig. 4d). Combined with the gene expression of *Sox9* (Fig. 3b–d), we speculated that hypomethylation in the *Sox9* promoter might contribute to the altered gene expression in diabetic *db/db* crypts. Moreover, the degree of methylation of the *Sox9* promoter was decreased in both groups in IESCs compared with crypts and was markedly decreased in *db/db* IESCs, which in part contributed to the increased Sox9 level.

### Sox9 acted as a transcriptional regulator in Wnt signaling

Sox9 functioned as a TF and regulated gene expression by targeting gene regulatory sequences [8, 10, 11, 27]. We therefore investigated the mechanism by which Sox9 regulated gene expression in *db/db* IESCs. Thus, using FACS-sorted IESCs, we conducted Sox9 ChIP-seq to investigate the interaction of this TF and the genomic DNA sequences in vivo. Quality assessments of chromatin preparation and raw data are provided in Additional file 4 (Figure S3).

A total of 1436 Sox9 binding sites were identified in the *db/db* mice, and 867 were identified in the *db/+* mice by Sox9 ChIP-seq (Additional file 1: Table S6). Further analysis of genetic elements of the Sox9 binding sites indicated that most of them were bound to enhancers (−50 kb upstream of and +5 kb downstream from the gene body), introns, and intergenic regions (Fig. 5a). We conducted unbiased sequence motif searches within the Sox9 binding signal peak in the two groups. The top motif in each group indicated a low sequence specificity of Sox9 binding in IESCs (Fig. 5b). Previous studies also demonstrated this sequence characteristic of Sox9 binding in adult hair follicle stem cells [11] and in prostate cancer [10]. Together, these observations suggest a substantial divergence of the Sox9 consensus motif.

**Fig. 5:**
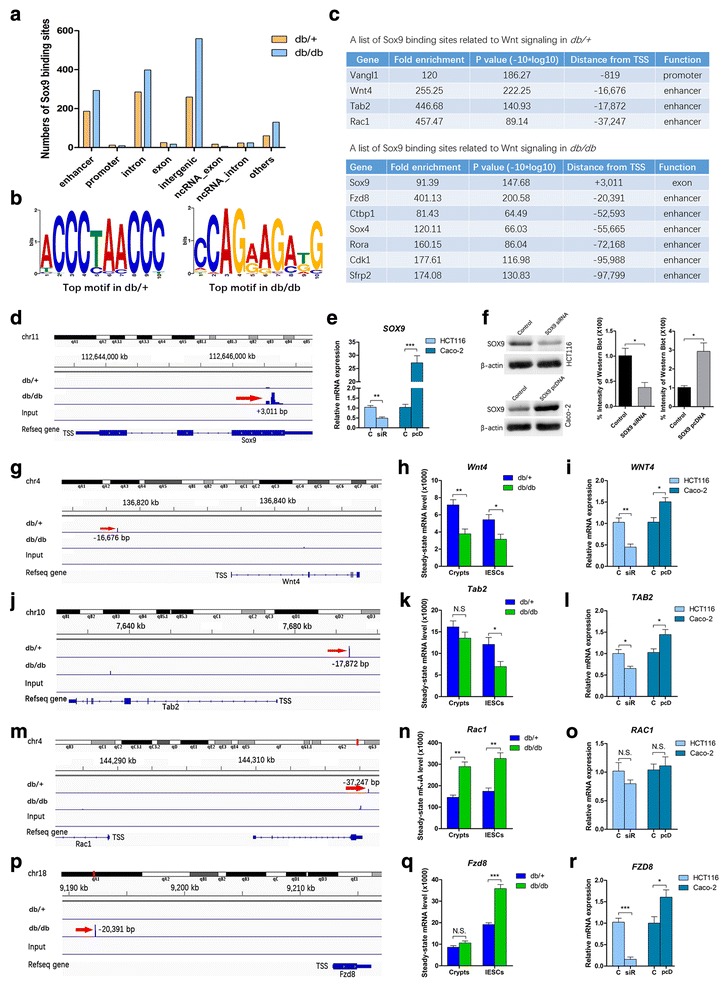
ChIP-seq analysis of Sox9. **a** Distribution of Sox9 binding sites in genetic elements. Many Sox9 binding sites are located in enhancers, introns, and intergenic regions. **b** The most enriched motif within Sox9 signal peaks. **c** A list of Sox9 binding sites related to Wnt signaling. **d, g, j, m, p** Binding profiles and peak calling records of representative Wnt component genes in Sox9 ChIP-seq analysis. *Red arrows* indicate peak signals. **e, f** Knockdown and overexpression of SOX9 in cultured cells. **h, k, n, q** mRNA levels of Sox9 binding site-related genes. **i, l, o, r** mRNA levels of Sox9 binding site-related genes after knockdown and overexpression of SOX9 in cultured cells. mRNA and protein levels are expressed relative to β-actin. Mean ± SE; *n* ≥ 4; *P < 0.05, **P < 0.01, ***P < 0.001 by *t* test. *N.S.* not significant

To further comprehensively investigate Sox9 binding sites related to the Wnt signaling pathway, we defined a promoter (±2 kb of TSS) and an “extended enhancer” (−100 kb upstream of and +5 kb downstream from the gene body) with reference to previous studies [11, 27]. Subsequently, among the Sox9 binding sites, we identified a list of Wnt signaling pathway-related genes (Fig. 5c). The mRNA level with respect to these genes was detected by qRT-PCR in IESCs and crypts. Moreover, overexpression and knockdown of *SOX9* were performed through an overexpression plasmid in the human colorectal carcinoma cell lines Caco-2 and DLD-1 and through siRNA in HCT116 and HT-29 cells, respectively (Fig. 5e and f).

Among the Wnt signaling pathway-related genes, the mRNA levels of *Vangl1* (vang-like 1), *Rora* (RAR-related orphan receptor alpha), and *Sfrp2* (secreted frizzled-related protein 2) were extremely low in IESCs and crypts (Additional file 5: Figure S4a and b). Thus, we focused on the following eight genes: *Wnt4* (wingless-type MMTV integration site family, member 4), *Tab2* (TGF-beta activated kinase 1/MAP3K7 binding protein 2), *Rac1*, *Sox9*, *Fzd8* (frizzled class receptor 8), *Ctbp1* (C-terminal binding protein-1), *Sox4* (sex determining region Y box 4), and *Cdk1* (cyclin-dependent kinase 1). In a previous study, a *Sox9* far-upstream enhancer located at −70 kb of the TSS was identified; Sox9 dimers directly bound to multiple sites of this sequence and thereby cooperatively activated the enhancer [27]. Surprisingly, in the *db/db* mice, we also discovered a strong peak signal at the third exon of *Sox9*, which was located at +3011 of the TSS (Fig. 5d).

In the *db/+* mice, three enriched peak signals of Sox9 binding sites were located at the enhancers of *Wnt4*, *Tab2*, and *Rac1* (Fig. 5c). Wnt4 was abundantly expressed in β cells in an obese mouse model and acted as an inhibitor of canonical Wnt signaling, as well as an activator of noncanonical Wnt signaling [28]. In our study, the expression of *Wnt4* was decreased in the *db/db* mice, and it was correlated with a lack of the Sox9 binding signal. However, in the *db/+* mice, a peak signal was located at −16,676 bp upstream of TSS (Fig. 5g and h). From the *SOX9* regulation experiments in cultured cells emerged a corresponding positive correlation of mRNA level between SOX9 and WNT4 (Fig. 5i). In addition to WNT4, TAB2 is a putative TAK1 interacting protein that plays an inhibitory role in canonical Wnt/β-catenin signaling [29]. Decreased *Tab2* expression was observed in *db/db* IESCs, and Sox9 targeted the enhancer of *Tab2* in the *db/+* mice at −17,872 bp of the TSS (Fig. 5j and k). The cell experiments also confirmed a positive transcriptional regulation of SOX9 on *TAB2* (Fig. 5l). Another Sox9 binding site in the *db/+* was related to *Rac1*, locating at −37,247 bp upstream of the TSS (Fig. 5m). Although peak signal was also observed in the *db/db* mice, it was eliminated as a ghost signal by the algorithm. Indeed, abundant expression of *Rac1* was identified in crypts and IESCs, and significantly increased *Rac1* expression was observed in the *db/db* mice (Fig. 5n). However, the cell experiments showed no relationship between *Rac1* expression and the Sox9 TF action (Fig. 5o).

In short, these findings indicated that, in normal controls, Sox9 targeted the enhancers of *Wnt4* and *Tab2*, positively regulating gene expression. However, in the *db/db* mice, the expression of *Wnt4* and *Tab2*, both repressors of Wnt signaling, was decreased, and both lacked the Sox9 binding signal. Thus, the lack of Sox9 transcriptional regulation in the repressors of the Wnt signaling pathway may result in abnormalities in this pathway for reducing adequate repressors.

In the *db/db* mice, the strongest enriched peak signal of Sox9 binding sites related to Wnt signaling was located at the enhancer of *Fzd8*, a receptor component in the Wnt pathway, located at −20,391 bp upstream of its TSS (Fig. 5p). There was no significant difference in the expression of *Fzd8* in crypts between the two groups; however, *Fzd8* expression in IESCs was significantly increased in *db/db* mice (Fig. 5q). Moreover, the mRNA level of *FZD8* was dramatically reduced when *SOX9* expression was decreased by siRNA in HCT116 and HT-29 cells. Similarly, the expression of *FZD8* was increased in Caco-2 and DLD-1 cells, accompanied by overexpression of *SOX9* (Fig. 5r). These observations suggested that expression of *Fzd8* was raised by Sox9 transcriptional activation in the *db/db* mice.

In addition, a faint Sox9 binding peak signal in the *db/db* mice was associated with another family member of Sox TFs, Sox4 (Additional file 5: Figure S4c). Sox4 protein stabilized β-catenin and thereby boosted canonical Wnt signaling [30]. We identified increased expression of *Sox4* in *db/db* crypts and IESCs (Additional file 5: Figure S4a and b). Furthermore, the cell experiments also suggested a positive correlation between the mRNA levels of SOX4 and SOX9 (Additional file 5: Figure S4d). This suggested that Sox9 bound to the enhancer of *Sox4* may act as a transcriptional activator. Another weak Sox9 binding peak signal in the *db/db* mice was related to *CtBP1*, a Wnt signaling repressor (Additional file 5: Figure S4e). However, in the cell experiments, there was no regulatory effect (Additional file 5: Figure S4f). Finally, a distant Sox9 binding peak signal was identified at −95,988 bp upstream of the *Cdk1* TSS (Additional file 5: Figure S4g). Since autoregulation of Sox9 by a far-upstream (−70 kb) enhancer was previously demonstrated in somatic tissues [27], distant enhancers may be possible. Intriguingly, we discovered a negative correlation for mRNA levels between SOX9 and CDK1 in cultured cells. Decreased *SOX9* expression markedly increased the *CDK1* level, whereas overexpression of *SOX9* limited the expression of *CDK1* (Additional file 5: Figure S4h). This suggested that SOX9 inhibited the transcription of *CDK1*. These findings were in contrast to the previously described results showing the function of Sox9 as a transcriptional activator.

To further validate that Sox9 regulates the transcription of these genes, we carried out luciferase reporter assays in HEK 293FT cells with or without SOX9 expression vector. Relative to the control minimal CMV promoter, the Sox9 binding sites of either *Tab2*, *Fzd8*, *Sox4*, *Ctbp1*, *Wnt4I,* or *Rac1* displayed increased enhancer activity with the SOX9 expression vector (Fig. 6). However, the Sox9 binding site of *Cdk1* displayed decreased enhancer activity with the SOX9 expression vector. The effects were SOX9-dependent since significantly decreased enhancer activities were detected in these Sox9 binding sites with the SOX9 empty vector (Fig. 6). These data establish *Tab2*, *Fzd8*, *Sox4*, *Wnt4*, and *Cdk1* as bona fide targets of SOX9.

**Fig. 6:**
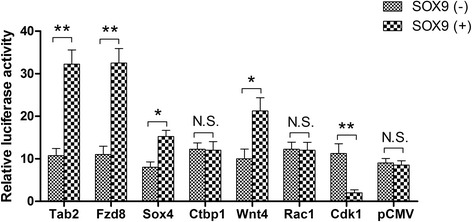
Relative luciferase activities driven by sequences encompassing Sox9 ChIP-seq binding sites. Results are presented as the enhancement of luciferase activity in the presence of a SOX9 expression vector (SOX9 (+)) compared with an empty vector (SOX9 (−)). All results are normalized to the luciferase activity of Renilla luciferase control reporter vector. Experiments for each construct were performed in four replicates in duplicate wells. Mean ± SE; *P < 0.05, **P < 0.01 by *t* test . *N.S.* not significant

Taken together, these observations suggested that Sox9 targeted the enhancers of specific Wnt signaling-related genes. Sox9 was not only predominantly acting as a transcriptional activator at proximal enhancers (*Tab2*, *Fzd8*, *Sox4*, and *Wnt4*) but was also acting as a potential transcriptional inhibitor at a distant enhancer (*Cdk1*). The lack of Sox9 transcriptional activation of specific repressors of the Wnt signaling pathway contributed to the formation of abnormal activity of this pathway in *db/db* mice.

## Discussion

We identified hypomethylated promoters and overactivated Wnt signaling in intestinal crypts in diabetic *db/db* mice. Moreover, the expression of *Dnmt1* was decreased in *db/db* crypts, especially in IESCs. Consequently, hypomethylation that contributes to aberrant proliferation and differentiation in the diabetic intestinal epithelium may exist in IESCs. The hypomethylation pattern of promoters in crypts may derive from the methylation status of IESCs. Although dynamic DNA methylation during IESC differentiation has been recognized, the degree of this dynamic process has not yet reached consensus [12, 14, 31, 32]. Nevertheless, there is no doubt that the epigenetic characteristics of IESCs can be at least partially passed on to their daughter cells. Low methylation of Wnt-related genes is observed in IESCs and progenitor cells in *Dnmt1*-deficient mice [12]. Moreover, we detected overactivated Wnt signaling in diabetic *db/db* mice not only in crypts but also in IESCs, particularly significantly in the latter. Further evidence is required to demonstrate the methylation connection between IESCs and their daughter cells in the intestinal epithelium. We consider that reduced DNA methylation in promoters driving gene expression participates in the aberrant proliferation and differentiation in intestinal epithelium due to overactivated Wnt signaling.

Of the differentially methylated genes related to Wnt signaling, we focused on Sox9. Sox9 is known as a Wnt-responsive IESC gene marker [22–24]. Furthermore, Sox9 functions as a TF, regulating gene expression. Nevertheless, the behavior of Sox9 in Wnt signaling remains controversial. On the one hand, in HEK 293 cells, Sox9 inhibits the activation of β-catenin-dependent promoters and stimulates the degradation of β-catenin. Similarly, in Xenopus embryos, Sox9 inhibits the β-catenin-mediated induction of the secondary axis [7]. In chondrocyte differentiation, the Sox9 N-terminus promotes β-catenin degradation, whereas the C-terminus inhibits β-catenin transcriptional activity without affecting its stability. Nuclear localization of Sox9 enhances β-catenin phosphorylation and its subsequent degradation [33]. In cancer cells, Sox9 and Krüppel-like factor 4 (KLF4) interact with β-catenin and reduce its binding to TCF4 [34] and showed anti-oncogenic activity by inhibiting the activity of the Wnt/β-catenin signaling pathway [35]. These reports suggest that Sox9 serves as a negative transcriptional regulator of Wnt signaling. On the other hand, recent ChIP studies have demonstrated a direct correlation between Sox9 and Wnt signaling. In hepatocellular carcinoma, Sox9 activates the canonical Wnt pathway through direct binding with *Fzd7* [9]. Analyses of prostate cancer on xenografts and clinical samples both reveal that SOX9 positively regulates multiple WNT pathway genes, including frizzled (*FZD*), lipoprotein receptor-related protein (*LRP*) family members, and the downstream β-catenin effector *TCF4* [10]. Furthermore, in colon carcinoma cells, an active β-catenin-TCF4 complex is required for physiological targeting of SOX9 [36]. One study suggests a bimodal role for Sox9 in the intestinal epithelium, in which a low level of Sox9 supports proliferative capacity through Wnt/β-catenin signaling, whereas a high level of Sox9 suppresses this process [23]. In a *Sox9* knockout mouse model, Wnt target genes appear to be unaltered in telogen hair follicles [11].

Most previous reports concerned with Sox9 functions on Wnt signaling are focused on cancer cells or embryonic cells. Notably, these are rapidly cycling cells, some of which are outside the normal regulation of the organism. Moreover, embryonic cells are also involved in developmental mechanisms. Thus, it is difficult to use them to represent the condition of adult stem cells. IESCs are bona fide stem cells that are fast cycling and responsive to Wnt signaling [2], which seems to be similar to cancer cells. The intestinal epithelial cells are renewed every 4–5 days. However, these rapid physiological processes of proliferation and differentiation related to Wnt signaling are under intricate control by the organism, requiring multiple intrinsic inhibitors of this signaling. In our research, we specifically consider the influence of methylation on *Sox9* expression in IESCs. In crypts, the *db/db* mice show a lower degree of methylation of *Sox9*, which is accompanied by increased gene expression. In IESCs, promoter methylation of *Sox9* in both groups is significantly reduced, especially in diabetic *db/db* IESCs. The loss of promoter methylation of *Sox9* might induce its prominently increased expression in diabetic *db/db* IESCs. Thus, we consider that the differential expression of *Sox9* in diabetic *db/db* IESCs results in part from the loss of methylation in its promoter. Sox9 is predominately expressed in crypts, and cells that express “low” levels of Sox9 in crypts are considered bona fide IESCs [23–25]. IESCs represent a small percentage of the total crypt cells; however, these cells present prominent proliferation and differentiation in response to Wnt signaling.

Combining ChIP-seq on Sox9 in IESCs with overexpression and knockdown of *SOX9* in cultured cells, we demonstrate that, among Sox9 binding sites related to Wnt signaling, Sox9 targets the enhancers of Wnt signaling pathway-related genes in IESCs, acting not only as a transcriptional activator at proximal enhancers, such as the enhancers of *Wnt4*, *Tab2*, *Sox4*, and *Fzd8*, but also as a potential transcriptional inhibitor at a distant enhancer, such as the enhancer of *Cdk1*. More significantly, lack of Sox9 transcriptional activation of specific repressors of Wnt signaling pathway in the *db/db* mice contributes to the development of abnormal activity of this pathway. Therefore, the overactivated Wnt signaling pathway in *db/db* IESCs might not result directly from Sox9 transcriptional activation of Wnt signaling; rather, it might be a result of losing the intrinsic inhibitory action of repressors.

Notably, in addition to Sox9, other regulators of Wnt signaling may exist in IESCs. Our current study provides a unique research method called the net-to-net method on an abnormal state. An organism is a complex and integrated organic system that can be considered as similar to a multinetwork. Alteration of each point may impact one or more networks. We performed our study using a high-throughput methylation microarray of whole genomic promoters (starting from one network) and subsequently determined the key regulator (here, Sox9) that more or less affects the entire network. Next, we investigated the network changed by the key regulator by using another round of high-throughput sequencing (to another network). We provide a distinctive research perspective on the connections of DNA methylation, TF modulation, and Wnt signaling in IESCs in an animal model of type 2 DM, a common disease with a high risk of transformation to cancer [37].

## Conclusions

Our study sheds light on the connections among DNA methylation, TF modulation, and Wnt signaling in IESCs in the diabetic state. Hypomethylation in the Sox9 promoter is correlated with increased *Sox9* gene expression in *db/db* IESCs. Although *db/db* IESCs showed increased expression of *Sox9*, the loss of Sox9 transcriptional activation in specific repressors of the Wnt signaling pathway might result in abnormal activity of this pathway.

## Additional files

Additional file 1: Table S1. qRT-PCR primer sequences. **Table S2.** Bisulfite-sequencing primer sequences. **Table S3.** Summary of methylation enrichment peaks (MEPs) promoter regions. **Table S4.** Unsupervised hierarchical clustering analysis of DMEPs. **Table S5.** Summary of group comparison-related DMEPs. **Table S6.** Sox9 binding peak signal by ChIP-seq.
Additional file 2: Figure S1. Quality assessment of raw data for promoter methylation analysis. (a) MA plot showing the distribution of the red/green intensity ratio (‘M’) plotted based on the average intensity (‘A’). (b) Correlation matrix describing the correlations among replicate experiments. C represents the control *db/+* group; D represents the diabetic *db/db* group.
Additional file 3: Figure S2. FACS purification strategy to isolate IESCs and validate cell purity by qRT-PCR. (a) IESCs were isolated by FACS using antibodies against Lgr5 and CD45. Heteromorphic cells and fragments are eliminated by Forward Scatter (FSC) and Side Scatter (SSC). Then, CD45(–) and eflour660 are used to select CD45^neg^ cells, and eventually cells with high Lgr5 expression are used. (b) Validation of cell purity by qRT-PCR. Four cell populations were obtained by FACS (IESCs-FACS), MACS (IESCs-MACS) and EDTA physical isolation technology (Crypts and Diff (differentiated cells)). * represents the comparison between IESCs-FACS and Crypts; ^#^ represents the comparison between IESCs-MACS and Crypts. mRNA levels are expressed relative to β-actin. Mean ± SE; *n* ≥ 6; *, ^#^ *P* < 0.05 by *t* test.
Additional file 4: Figure S3. Quality assessments of chromatin preparation for ChIP-seq analysis. (a) Counts of filtered raw data. (b) Distributions of base pairs after filtration. Green area indicates high-quality base pairs; yellow area indicates moderate-quality base pairs; red area indicates poor-quality base pairs.
Additional file 5: Figure S4. Sox9 acts as a transcriptional regulator in Wnt signaling. (a and b) Expression of Sox9 binding site-related genes in crypts (a) and IESCs (b). (c, e, and g) Binding profiles and peak calling records of representative Wnt component genes in Sox9 ChIP-seq analysis. Red arrows indicate peak signals. (d, f, and h) mRNA levels of Sox9 binding site-related genes after knockdown and overexpression of *SOX9* in cultured cells. mRNA levels are expressed relative to β-actin. Mean ± SE; *n* ≥ 4; **P* < 0.05, ***P* < 0.01, ****P* < 0.001 by *t* test. *N.S.* not significant.

## Abbreviations

ChIP: Chromatin immunoprecipitation
ChIP-seq: Chromatin immunoprecipitation combined with deep sequencing
DM: Diabetes mellitus
DMEP: Differential methylation enrichment peak
Dnmt1: DNA methyltransferase 1
FACS: Fluorescence-activated cell sorting
HCP: High-CpG-density promoter
ICP: Intermediate-CpG-density promoter
IESC: Intestinal epithelium stem cell
LCP: Low-CpG-density promoter
Lgr5: Leucine-rich repeat-containing G protein-coupled receptor 5
MACS: Magnetic bead-activated cell sorting
qRT-PCR: Quantitative real-time polymerase chain reaction
Sox9: Sry (sex determining region Y)-box 9
TF: Transcription factor
TSS: Transcription start site

## References

[1] Min XH, Yu T, Qing Q, Yuan YH, Zhong W, Chen GC (2014). Abnormal differentiation of intestinal epithelium and intestinal barrier dysfunction in diabetic mice associated with depressed Notch/NICD transduction in Notch/Hes1 signal pathway. Cell Biol Int.

[2] Barker N, van Es JH, Kuipers J, Kujala P, van den Born M, Cozijnsen M (2007). Identification of stem cells in small intestine and colon by marker gene Lgr5. Nature.

[3] Zhong XY, Yu T, Zhong W, Li JY, Xia ZS, Yuan YH (2015). Lgr5 positive stem cells sorted from small intestines of diabetic mice differentiate into higher proportion of absorptive cells and Paneth cells in vitro. Dev Growth Differ.

[4] Li JY, Yu T, Xia ZS, Chen GC, Yuan YH, Zhong W (2014). Enhanced proliferation in colorectal epithelium of patients with type 2 diabetes correlates with beta-catenin accumulation. J Diabetes Complications.

[5] Dorfman T, Pollak Y, Sohotnik R, Coran AG, Bejar J, Sukhotnik I (2015). Enhanced intestinal epithelial cell proliferation in diabetic rats correlates with beta-catenin accumulation. J Endocrinol.

[6] Barker N, Ridgway RA, van Es JH, van de Wetering M, Begthel H, van den Born M (2009). Crypt stem cells as the cells-of-origin of intestinal cancer. Nature.

[7] Akiyama H, Lyons JP, Mori-Akiyama Y, Yang X, Zhang R, Zhang Z (2004). Interactions between Sox9 and beta-catenin control chondrocyte differentiation. Genes Dev.

[8] Bastide P, Darido C, Pannequin J, Kist R, Robine S, Marty-Double C (2007). Sox9 regulates cell proliferation and is required for Paneth cell differentiation in the intestinal epithelium. J Cell Biol.

[9] Leung CO, Mak WN, Kai AK, Chan KS, Lee TK, Ng IO (2016). Sox9 confers stemness properties in hepatocellular carcinoma through Frizzled-7 mediated Wnt/beta-catenin signaling. Oncotarget.

[10] Ma F, Ye H, He HH, Gerrin SJ, Chen S, Tanenbaum BA (2016). SOX9 drives WNT pathway activation in prostate cancer. J Clin Invest.

[11] Kadaja M, Keyes BE, Lin M, Pasolli HA, Genander M, Polak L (2014). SOX9: a stem cell transcriptional regulator of secreted niche signaling factors. Genes Dev.

[12] Sheaffer KL, Kim R, Aoki R, Elliott EN, Schug J, Burger L (2014). DNA methylation is required for the control of stem cell differentiation in the small intestine. Genes Dev.

[13] Elliott EN, Sheaffer KL, Schug J, Stappenbeck TS, Kaestner KH (2015). Dnmt1 is essential to maintain progenitors in the perinatal intestinal epithelium. Development.

[14] Yu DH, Gadkari M, Zhou Q, Yu S, Gao N, Guan Y (2015). Postnatal epigenetic regulation of intestinal stem cells requires DNA methylation and is guided by the microbiome. Genome Biol.

[15] Kobayashi K, Forte TM, Taniguchi S, Ishida BY, Oka K, Chan L (2000). The db/db mouse, a model for diabetic dyslipidemia: molecular characterization and effects of Western diet feeding. Metabolism.

[16] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[17] Elliott EN, Sheaffer KL, Kaestner KH. The ‘de novo’ DNA methyltransferase Dnmt3b compensates the Dnmt1-deficient intestinal epithelium. Elife. 2016;5. doi: 10.7554/eLife.1297510.7554/eLife.12975PMC478643326808831

[18] Myant KB, Cammareri P, McGhee EJ, Ridgway RA, Huels DJ, Cordero JB (2013). ROS production and NF-kappaB activation triggered by RAC1 facilitate WNT-driven intestinal stem cell proliferation and colorectal cancer initiation. Cell Stem Cell.

[19] Cheung EC, Lee P, Ceteci F, Nixon C, Blyth K, Sansom OJ (2016). Opposing effects of TIGAR- and RAC1-derived ROS on Wnt-driven proliferation in the mouse intestine. Genes Dev.

[20] Chodaparambil JV, Pate KT, Hepler MR, Tsai BP, Muthurajan UM, Luger K (2014). Molecular functions of the TLE tetramerization domain in Wnt target gene repression. EMBO J.

[21] Breitman M, Zilberberg A, Caspi M, Rosin-Arbesfeld R (2008). The armadillo repeat domain of the APC tumor suppressor protein interacts with Striatin family members. Biochim Biophys Acta.

[22] Furuyama K, Kawaguchi Y, Akiyama H, Horiguchi M, Kodama S, Kuhara T (2011). Continuous cell supply from a Sox9-expressing progenitor zone in adult liver, exocrine pancreas and intestine. Nat Genet.

[23] Formeister EJ, Sionas AL, Lorance DK, Barkley CL, Lee GH, Magness ST (2009). Distinct SOX9 levels differentially mark stem/progenitor populations and enteroendocrine cells of the small intestine epithelium. Am J Physiol Gastrointest Liver Physiol.

[24] Gracz AD, Ramalingam S, Magness ST (2010). Sox9 expression marks a subset of CD24-expressing small intestine epithelial stem cells that form organoids in vitro. Am J Physiol Gastrointest Liver Physiol.

[25] Roche KC, Gracz AD, Liu XF, Newton V, Akiyama H, Magness ST (2015). SOX9 maintains reserve stem cells and preserves radioresistance in mouse small intestine. Gastroenterology.

[26] Li LC, Dahiya R (2002). MethPrimer: designing primers for methylation PCRs. Bioinformatics.

[27] Mead TJ, Wang Q, Bhattaram P, Dy P, Afelik S, Jensen J (2013). A far-upstream (–70 kb) enhancer mediates Sox9 auto-regulation in somatic tissues during development and adult regeneration. Nucleic Acids Res.

[28] Krutzfeldt J, Stoffel M (2010). Regulation of wingless-type MMTV integration site family (WNT) signalling in pancreatic islets from wild-type and obese mice. Diabetologia.

[29] Ishitani T, Ninomiya-Tsuji J, Nagai S, Nishita M, Meneghini M, Barker N (1999). The TAK1-NLK-MAPK-related pathway antagonizes signalling between beta-catenin and transcription factor TCF. Nature.

[30] Lien WH, Polak L, Lin M, Lay K, Zheng D, Fuchs E (2014). In vivo transcriptional governance of hair follicle stem cells by canonical Wnt regulators. Nat Cell Biol.

[31] Huang CZ, Yu T, Chen QK (2015). DNA methylation dynamics during differentiation, proliferation, and tumorigenesis in the intestinal tract. Stem Cells Dev.

[32] Kaaij LT, van de Wetering M, Fang F, Decato B, Molaro A, van de Werken HJ (2013). DNA methylation dynamics during intestinal stem cell differentiation reveals enhancers driving gene expression in the villus. Genome Biol.

[33] Topol L, Chen W, Song H, Day TF, Yang Y (2009). Sox9 inhibits Wnt signaling by promoting beta-catenin phosphorylation in the nucleus. J Biol Chem.

[34] Sellak H, Wu S, Lincoln TM (2012). KLF4 and SOX9 transcription factors antagonize beta-catenin and inhibit TCF-activity in cancer cells. Biochim Biophys Acta.

[35] Prevostel C, Rammah-Bouazza C, Trauchessec H, Canterel-Thouennon L, Busson M, Ychou M (2016). SOX9 is an atypical intestinal tumor suppressor controlling the oncogenic Wnt/β-catenin signaling. Oncotarget.

[36] Blache P, van de Wetering M, Duluc I, Domon C, Berta P, Freund JN (2004). SOX9 is an intestine crypt transcription factor, is regulated by the Wnt pathway, and represses the CDX2 and MUC2 genes. J Cell Biol.

[37] Giovannucci E, Harlan DM, Archer MC, Bergenstal RM, Gapstur SM, Habel LA (2010). Diabetes and cancer: a consensus report. CA Cancer J Clin.

How the deposited data were processed for this re-analysis (not part of the article)

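The deposited data are 6 two-color promoter arrays of intestinal crypts, 1 per mouse, from 3 db/db and 3 db/+ mice. The samples were grouped by their titles, their genotype labels and the paper, although a protocol label of the db/db samples describes a Lepr mutation of 1 allele, as that of the db/+ samples does. The Cy5 channel holds the immunoprecipitated DNA and the Cy3 channel the input. The intensities in the scanner files are processed signals per spot and channel, which per the file headers the authors' scanner software, Feature Extraction 11.0.1.1, had background-subtracted, spatially detrended and dye-normalized before deposit. The authors' ratio files, 1 per array, give their normalized log2 ratio of MeDIP to input per probe. The paper's text does not name the normalization, and the submitters' notes name limma without its version. The authors' peak files give each peak's position and score per array, from a Kolmogorov-Smirnov test in sliding windows of 1500 bp with a minimum score of 2 (the lowest score on 1 array was 1.94), and their table of methylated promoters gives the class of each promoter and the arrays with a peak.

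Log2 ratios of the processed signals were centered on each array's median. An outlier mark was on 9.54% to 13.9% of the spots of a db/+ array and on 5.56% to 8.24% of those of a db/db array. Spots with this mark were left out on all arrays if any array had it (138893 probes stayed). This handling was chosen after a version that dropped marked spots on their own array alone had been seen, which also called 0 promoters. Probes were averaged over the promoter regions of the array, with at least 3 probes. A region was named after a gene if it held at least 50% of the window from 1300 bp upstream to 500 bp downstream of a start site of GENCODE vM1 (mm9), a rule chosen after the files had been seen. Groups were compared with limma 3.58.1 in R 4.3.3 with moderated variances, gene lists with camera (correlation 0.01, and an estimated one) and fry, and p was adjusted by Benjamini-Hochberg at 0.05. The paper's own measures, DMEPs and mean enrichment, were computed on the authors' log2 ratios with the paper's criteria, and the promoter classes from the mm9 sequence with the paper's definitions. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

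The genes named are those of the paper, whose values in its tables had been seen, the 10 promoters in each direction with the lowest p among those without overlap of the groups, since none passed, and for each of 18 gene lists the 2 members with the lowest p in each direction, of which 1 gene is not reported here. The lists are DNA methylation machinery, enterocyte, secretory, stem cell, pan-epithelial, mesenchymal and endothelial, immune, germline, housekeeping, Hox, imprinted, insulin and leptin, lipid, Notch and olfactory receptor genes, Wnt antagonists, Wnt ligands and receptors, and the 15 Wnt genes of the paper. The lists, tests and alternatives were fixed before the data were examined, apart from those named below as chosen later. The alternatives were the authors' ratios, normexp background correction with an offset of 50 on the median spot signals and backgrounds, loess within arrays, quantile normalization between arrays, no centering, bright input probes alone, the median of the probes, at least 5 probes, single probes, array weights, a replicate block, an unpaired test per promoter without pooled variances, other criteria for peaks and DMEPs, and each array left out in turn. The comparison with limma was tested on simulated data with independent noise per promoter and array, in which 200 promoters were changed.

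Over promoters, the log2 ratios of the arrays correlated with r from 0.963 to 0.988 within a group and from 0.960 to 0.978 between groups in the scanner values, and from 0.985 to 0.994 and from 0.983 to 0.988 on the authors' ratios. The replicate numbers do not pair the samples (r of same-number arrays after removal of the group means -0.18, -0.09 and -0.32). Bisulfite sequencing and expression measurements of the paper were not used here.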

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

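The Y chromosome was singled out after its values had been seen, and the measure of its input signal and the reading of that test were settled after a first measure, the plain medians of all Y and autosomal probes (-0.029), had been seen.

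The promoters of Eif2s3y, a translation initiation factor, and Uty, a histone demethylase of the Y chromosome, differed by -0.38 and -0.20, and the paper's main text does not report on this chromosome. Of 15 Y promoters, 13 were lower in db/db, with a median difference of -0.20, and on the authors' log2 ratios 14 were lower, with a median of -0.16. The array medians were 1.18 ± 0.12 (SD, n = 3 mice) in db/+ and 0.94 ± 0.11 (SD, n = 3) in db/db without overlap (exact permutation test, p = 0.1), the lowest adjusted p of a Y promoter was 0.360 by limma, and the median of 914 X promoters was 0.026.

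The level of these promoters is argued against, since none of 10000 sets of autosomal promoters matched on log2 ratio reached the Y median, a share below 0.01%, and of 10000 matched on input signal too 1 did (0.01%). Further copies in the genome are argued against too, since probes with 1 copy had 121% of the difference of those with several. The input signal of Y probes relative to the autosomes differed by 0.12 and their MeDIP signal by -0.13, each without overlap of the groups (exact permutation p = 0.1), which leaves open how much of the difference comes from the input, where a different amount of Y DNA may play a part, and how much from methylation. Loess brought the median to -0.084 and bright probes alone to -0.10. Since scan and genotype cannot be told apart, an effect of db/db on Y methylation stays open and untested.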

How the results depend on the processing

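Chosen only after the data had been seen were the handling of outlier marks on their own array or with marks kept, the GC correction, arrays scaled to 1 SD, left-out arrays, the replicate block and single probes on the authors' ratios, left-out arrays for gene lists, the probe runs of Table S4 and with them the Wnt DMEPs, and Kolmogorov-Smirnov windows of 1500 bp. Of 603 alternatives over 42 single genes or regions, the Sox9 peak and Dnmt3b not counted among them, 548 gave the same direction and side of the threshold, 25 passed it and 30 reversed, and 31 had no reversal. Part of this was fixed beforehand, since none passed with the chosen processing. For promoters picked for groups without overlap, no left-out array could turn the sign, and a replicate block leaves a difference unchanged. The count of promoters, 0 with the chosen processing, was 3 on the authors' ratios, 7341 with normexp, 189 with array weights, and 4 with the GC correction. Tested as single probes on the authors' ratios, 6434 probes passed. On those ratios the count of promoters was 0 with the replicate block, and from 0 to 1717 without 1 array, the latter without db/+ replicate 3. The median difference over promoters was -0.0013 with quantile normalization, -0.0071 with the median of the probes and -0.0020 with the GC correction. Methylated promoters numbered 1599 with higher scores and 1728 with a peak in all 3 arrays of a group, and DMEPs 8591 with no peak required and 1543 with windows of 750 bp. The mean enrichment differed by 0.0044 over all promoters. On the authors' ratios 14 Wnt promoters and 15 Wnt DMEPs were lower and 1 gene list passed by camera, with normexp 4 did (9 by fry for 1 direction), with bright input probes 2, and without 1 array from 0 to 3, but with an estimated correlation 0 by camera in each of these settings. The paper's Wnt genes, which the study chose on these arrays, were 1 of the lists with normexp, with bright input probes and on the authors' ratios. These ratios also gave the opposite sign at the Sox9 peak (-0.31), the DMEPs of Rac1 (-0.35) and Sulf2 (-0.24), and the promoters of Rac1 (-0.18), Dnmt3a (0.039), Dnmt3b (-0.063), Cdk1 (-0.090), Megf6 (-0.11) and Myoz1 (0.046). Normexp did at the Sox9 peak (-0.26), Dnmt3b (-0.12) and Myoz1 (0.0012), loess at the Sox9 peak (-0.037), quantile normalization at the Sox9 peak (-0.036) and Rac1 (-0.057), no centering at Dnmt3a (0.029), and bright probes at the Sox9 peak (-0.15), Rac1 (-0.090) and Dnmt3a (0.022). The median of the probes reversed Sox9 (0.54), Dnmt3a (0.090) and Cdk1 (-0.22), and outlier marks dropped on their own array Dnmt1 (-0.19), Dnmt3a (0.066) and Lep (-0.038). Without 1 array, the difference ranged from -0.099 to 0.21 at the Sox9 peak, from -0.28 to 0.20 and from -0.24 to 0.10 at the DMEPs of Rac1 and Sox9, and at promoters from -0.16 to 0.038 for Sox9, from -0.12 to 0.077 for Rac1, from -0.052 to 0.085 for Dnmt1 and from -0.062 to 0.036 for Dnmt3a. The cause was not tested. A block for the slide was not run, since each group was scanned apart. The input was well above background on fewer probes in the db/db arrays, and the MeDIP signal on more. A limit on the precision of their dim probes is possible and was not tested. The fixed offset of normexp compresses log2 ratios more on dimmer arrays. Its counts and reversals may thus reflect the dimmer db/db arrays, which was not tested either.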

Differences from the paper's values

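The comparison over the probe runs of Table S4 was chosen after the values had been seen. The paper counts 1216 DMEPs, 760 higher in db/+ and 456 higher in db/db, and the criteria it states gave 2628 promoters here, 1372 and 1256. As applied here, these criteria set no least size for the difference, and the count was also 2628 with no coefficient criterion. The paper's text does not describe how its peaks of difference were called, so that step was left out and the counts are not alike. Of the alternatives set before the data were examined, Kolmogorov-Smirnov windows of 750 bp give 1543, 957 and 586, each higher than the paper's but less than 1.5 times it, and a median of 0.5, a coefficient of 0.5 or none, no peak required, the scanner values and each array left out give counts further from it.

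The paper gives p = 0.028 for the mean enrichment, and the exact permutation test over whole promoters gave 0.2, where the test named in the paper's methods gave 0.0898, which does not fall within the paper's either. The paper's means in Table S4 are 0.697 in db/+ and 0.645 in db/db, and those over whole promoters were 0.285 and 0.257. Over all promoters with a peak, the mean of db/db (0.654) is within the paper's and that of db/+ (0.660) is not, and over all promoters or in the scanner values neither is. Over the probe runs of Table S4, chosen after the values had been seen, which cover 1115 of the paper's 1143 genes, the means were 0.696 and 0.645 and the paper's test gave p = 0.0282, which their selection by a match to Table S4 on every array fixed beforehand.

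For the DMEPs of 7 Wnt genes, the paper's differences in Table S4 are -0.060 for Egr1, -0.24 for Tle1, -0.083 for 2610109H07Rik, -0.067 for Stk11, -0.11 for Dkk3, -0.35 for Rac1 and -0.24 for Sulf2, and the scanner values gave 0.029, -0.12, -0.29, 0.22, 0.046, 0.038 and 0.12. The probes of these DMEPs were found, after the data had been seen, by searching the authors' ratios for the values of Table S4, so those ratios give the paper's values by construction.

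The paper describes the Wnt genes as lower in db/db throughout, and the promoter means of 9 of 15 were lower in the scanner values, while all 15 DMEPs, found by their match to Table S4, were on the authors' ratios. It describes a loss of methylation at the Sox9 promoter in db/db, and the 2 probes of the peak differed by 0.022 in the scanner values and by -0.31 on the authors' ratios. The paper also rests this on bisulfite sequencing of the peak region in crypts and stem cells. That sequencing found fewer methylated sites in db/db, and it was not used here.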

Other observations

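Chosen only after the result was seen were the tests of input signal and genotype for the range of the arrays, the scan batch, the promoters near Lepr, the GC correction and scaling, and the splits of promoters, also on the authors' ratios, of single probes and gene lists. The promoters of Lep, the leptin gene, and Ins2, an insulin gene, differed by 0.28 and -0.19 (0.072 and -0.078 on the authors' ratios), and of 32 insulin and leptin genes 2 were higher and 2 lower at an unadjusted p under 0.05 by limma, as all counts of this kind here. Over all 21831 promoters, 1323 were higher and 849 lower at this threshold, and the list counts were not tested against that share. Of 24 lipid genes, 2 were higher and none lower, with Cpt1a, which carries fatty acids into mitochondria, at 0.38, and at 0.13 on the authors' ratios. Among 21 enterocyte genes 3 were higher, with Apob and Mttp, which assemble chylomicrons, at 0.19 and 0.28, and among 32 secretory genes 3 were higher and 1 lower, with the enteroendocrine Chgb at 0.32 and the Paneth cell lysozyme Lyz1 at 0.35. On the authors' ratios Apob had 0.19, Mttp 0.15, Chgb 0.034 and Lyz1 0.14. The cell cycle kinase gene Cdk1 differed by 0.35, and by -0.090 on the authors' ratios.

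Of 30 germline genes, 4 were higher, Dppa4 among them (0.29), and 1 was lower. Stem cell genes (21) had 1 higher and 1 lower, Hox genes (36) 2 and 1, Notch genes (19), immune genes (24) and imprinted genes (25) 1 and 0, housekeeping genes (20) 0 and 1, mesenchymal and endothelial genes (20) none, and olfactory receptor genes (1070) 29 and 48. Over all promoters, 1989 had every db/db mouse above every db/+ mouse and 1534 had every one below, 16.1% of promoters, where chance gives 10%. Structure shared by the arrays may add to this share, which is not compared here with that of other splits.

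In the scanner values, the arrays part by the range of their log2 ratios more than by group: db/+ replicates 1 and 2 and db/db replicate 3, set against the other 3 arrays, gave 3126 promoters at an unadjusted p under 0.05, and the real groups 2172. On the authors' ratios the order turned, with 2461 and 4054. A factor per array that stretches all its log2 ratios alike is argued against, as the count after scaling (2574) was 82.3% of that before. This scaling cannot test an enrichment strength that acts unequally on promoters of different GC content, which stays open. A dimmer input stays open, as 1 of the 3 wide arrays was among the 3 dimmest, and so does a part of the genotype, as 1 db/db array had a narrower range than every db/+ array and the split was picked for crossing the groups. After correction for GC content the count (1125) was 36.0% of that before, and the difference followed GC content with r = 0.67, from -0.21 in the 10% of promoters with the lowest GC content to 0.13 in the 10% with the highest, so GC content may account for most of this split. The real groups gave 3095 after the correction and the highest other split 1252.

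The larger share of DMEPs lower in db/db stays open in 3 ways. Runs of probes selected on 4 arrays kept 56.1% of their difference on the 2 left out (35.1% to 70.2% over 9 selections), and 80.4% of the DMEPs had the sign of Table S4 in the scanner values, both above the bounds set for them (50% and 80%) by less than their spread, or by too little, to decide whether selection or the authors' processing may account for it. No scan held arrays of both groups (0), so that scan and genotype cannot be told apart.

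The 10 splits of the 6 arrays are too few for a share under 0.05. The real groups and the highest other split gave 0 and 0 promoters (10 splits as large), 3 and 0 on the authors' ratios (1), 0 and 0 single probes (10), 0 and 8 gene lists (10), and 1543 and 1533 DMEPs by windows of 750 bp (1). Of these DMEPs, 62.0% were higher in db/+, and the splits that set db/+ replicates 1 and 2 and 1 db/db array against the rest were more uneven (952 against 477, 1066 against 467 and 1072 against 409), so this share is not particular to the real groups. The 8 lists came from the split by range, which points to the structure of the arrays above. Within 10 Mb of Lepr on chromosome 4, 9 of 134 promoters (6.72%) had an unadjusted p under 0.05, against 9.97% elsewhere (Fisher's exact test, p = 0.247), so a segment of the donor strain there was not seen, nor excluded.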
